# ZMP recruits and excludes Pol IV–mediated DNA methylation in a site-specific manner

**DOI:** 10.1126/sciadv.adc9454

**Published:** 2022-11-25

**Authors:** Yuan Wang, Brandon H. Le, Jianqiang Wang, Chenjiang You, Yonghui Zhao, Mary Galli, Ye Xu, Andrea Gallavotti, Thomas Eulgem, Beixin Mo, Xuemei Chen

## Abstract

In plants, RNA-directed DNA methylation (RdDM) uses small interfering RNAs (siRNAs) to target transposable elements (TEs) but usually avoids genes. RNA polymerase IV (Pol IV) shapes the landscape of DNA methylation through its pivotal role in siRNA biogenesis. However, how Pol IV is recruited to specific loci, particularly how it avoids genes, is poorly understood. Here, we identified a Pol IV–interacting protein, ZMP (zinc finger, mouse double-minute/switching complex B, Plus-3 protein), which exerts a dual role in regulating siRNA biogenesis and DNA methylation at specific genomic regions. ZMP is required for siRNA biogenesis at some pericentromeric regions and prevents Pol IV from targeting a subset of TEs and genes at euchromatic loci. As a chromatin-associated protein, ZMP prefers regions with depleted histone H3 lysine 4 (H3K4) methylation abutted by regions with H3K4 methylation, probably monitoring changes in local H3K4 methylation status to regulate Pol IV’s chromatin occupancy. Our findings uncover a mechanism governing the specificity of RdDM.

## INTRODUCTION

Transposable elements (TEs) are silenced via DNA methylation or histone H3 lysine 9 methylation (H3K9me) to maintain genome stability. In plants, RNA-directed DNA methylation (RdDM) uses small interfering RNAs (siRNAs) as guides to achieve sequence specificity. Similarly, piwi-interacting RNAs guide H3K9me or DNA methylation at TEs in insects and mammals (*1*). RdDM is responsible for de novo DNA methylation in all sequence contexts (CG, CHG, and CHH, where H = A, T, or C), while DNA methyltransferases such as methyltransferase 1 (MET1) and chromomethylase 3 (CMT3) maintain DNA methylation at CG and CHG contexts, respectively (*2*).While TEs exhibit DNA methylation in all three sequence contexts, genes are devoid of CHG and CHH methylation. A family of DNA demethylases removes DNA methylation from a subset of genes (*3*–*5*). The histone demethylase increase in bonsai methylation 1 (IBM1) removes H3K9me2 from the bodies of some genes to prevent CHG methylation by the DNA methyltransferase CMT3 (*6*–*8*). Although these mechanisms prevent DNA methylation at certain genes, they do not act on RdDM per se. In the current model, RdDM has a crucial role in determining the genomic DNA methylation landscape. De novo DNA methylation is initiated by polymerase II (Pol II)/RDR6 (RNA-dependent RNA polymerase 6)–mediated noncanonical RdDM (*9*). Once the initial heterochromatic marks are established, canonical Pol IV–dependent RdDM (Pol IV RdDM, hereafter referred to as RdDM) is probably recruited through these marks and reinforces DNA methylation. The activity of RdDM is particularly notable at smaller and younger TEs in euchromatic regions (*10*–*12*). However, how RdDM target loci are precisely specified, particularly how Pol IV RdDM is excluded from genes or prevented from spreading into genes from nearby TEs, is unknown.

RdDM begins with the transcription of target loci by RNA Pol IV.The transcripts are converted to double-stranded RNAs that are processed into 24–nucleotide (nt) siRNAs, which in turn direct the DNA methyltransferase domains rearranged methyltransferase 2 (DRM2) to homologous genomic loci for DNA methylation (*13*). Thus, the selection of Pol IV targets defines the profiles of 24-nt siRNAs and, consequently, the RdDM landscape in the genome (*14*, *15*). Two classes of genes, *SAWADEE HOMEODOMAIN HOMOLOGUE 1* (*SHH1*) and the *CLASSY* (*CLSY*) family, promote Pol IV’s chromatin occupancy at its genomic targets. SHH1 binds to H3K9me2 and unmethylated H3K4 (H3K4me0) through its tandem Tudor-like fold and is responsible for directing Pol IV to 44% of its genomic targets (*2*, *16*–*18*). The CLSY family of putative chromatin remodelers comprises four members that are, in aggregate, responsible for siRNA generation at nearly all Pol IV target loci (*19*), presumably via easing the passage of Pol IV through nucleosome remodeling (*13*). The four CLSY proteins aid Pol IV in a locus-specific manner: CLSY1 and CLSY2, similar to SHH1, act in euchromatic regions, whereas CLSY3 and CLSY4 are responsible for Pol IV–dependent siRNA production at pericentromeric heterochromatin independently of SHH1 (*19*).

Pol IV’s recruitment to targets, while crucial in determining the genomic landscape of RdDM and TE silencing, remains poorly understood. Pol IV generates abundant siRNAs from pericentromeric regions, but SHH1 is not required for the recruitment of Pol IV to these regions (*16*). In euchromatic regions, how Pol IV is prevented from targeting genes is unknown. Here, we report the roles of a Pol IV–interacting protein, ZMP [zinc finger, mouse double-minute/switching complex B (MDM/SWIB), Plus-3 protein], in regulating Pol IV–dependent siRNA biogenesis. ZMP is required for siRNA biogenesis at a subset of Pol IV targets that are located in pericentromeric and euchromatic regions and are independent of SHH1. ZMP also prevents Pol IV from targeting a set of genes in euchromatic regions, particularly genes that are lowly expressed and near TEs. As a chromatin-associated protein, ZMP achieves these effects through regulation of Pol IV’s chromatin occupancy. In vitro, the zinc finger [plant homeodomain (PHD)] of ZMP binds histone H3 tails with or without H3K4me but prefers H3K4me0. In vivo, ZMP’s chromatin-binding sites exhibit depleted H3K4me abutted by regions with H3K4me3. These chromatin features may underlie the different effects of ZMP toward Pol IV at different genomic locations. Genes protected by ZMP from Pol IV are enriched in those involved in pathogen responses, and ZMP’s suppression of Pol IV is essential for plant defense against an oomycete pathogen.

## RESULTS

### ZMP is a previously unknown Pol IV–interacting protein

We expect proteins that recruit Pol IV to chromatin to be associated with Pol IV, particularly on chromatin. To identify Pol IV interaction partners on chromatin, we used FLAG and hemagglutinin (HA) epitope–tagged versions of the largest Pol IV subunit, nuclear RNA polymerase D1 (NRPD1)–FLAG and NRPD1-HA (*17*), to capture Pol IV transcription complexes by chromatin immunoprecipitation coupled with mass spectrometry (ChIP-MS) in two independent replicates (*20*, *21*). Unique peptides from NRPD-FLAG or NRPD-HA ChIP-MS were compared to those from the nontransgenic control [Columbia-0 (Col-0)]. In inflorescence tissue, nearly all Pol IV subunits (Fig. 1A and table S1) were identified by NRPD-FLAG or NRPD-HA ChIP-MS, similar to results from previous NRPD1-affinity purification (*17*, *22*, *23*). Known Pol IV–associated proteins including RDR2, SHH1, and the CLSY protein family were detected with relatively high peptide coverage, indicating the success of our assays (Fig. 1A and table S1). A previously unknwon, putative NRPD1-interacting protein, ZMP (AT5G63700) (Fig. 1, A and B, and table S1), was identified in both replicates.

**Fig. 1.**
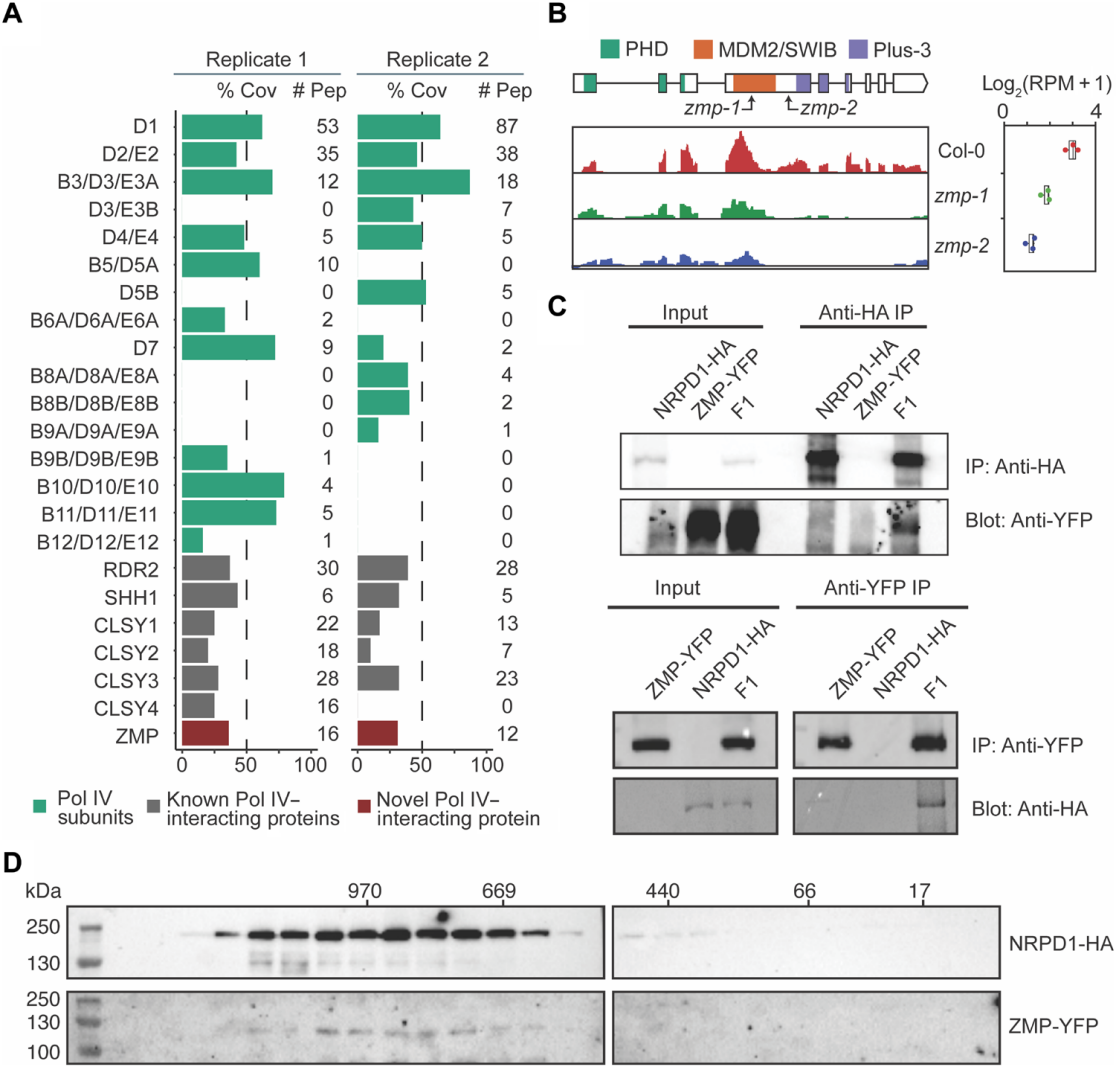
ZMP is an NRPD1-interacting protein. (**A**) Identification of ZMP from two independent replicates of tagged NRPD1 ChIP-MS in inflorescences. % Cov, percent coverage of the proteins by the identified peptides in MS; # Pep, number of distinct peptides identified for each indicated protein. (**B**) Schematic depiction of the *ZMP* gene overlayed with the predicted protein domains (top). *ZMP* transcripts in wild-type (WT) seedlings (Col-0) and two *zmp* alleles were determined by RNA sequencing (RNA-seq), visualized in Integrative Genomics Viewer (IGV) (bottom left), and quantified as boxplots (bottom right). The boxes and lines in the diagram represent exons and introns, respectively. Plus-3, a domain harboring highly conserved, three positively charged amino acid residues (arginine, arginine, and lysine). (**C**) Confirmation of NRPD1-HA and ZMP-YFP interaction by coimmunoprecipitation (co-IP) analysis. Lanes containing proteins extracted from the two parental lines (*NRPD1-HA* and *ZMP-YFP*) and the F1 lines from a cross of the two parental lines are indicated below the “input” and “immunoprecipitation (IP)” headings. The gel panels represent Western blots of input and IP samples. The IP in the top panel was done with anti-HA antibody to pull down NRPD1-HA, and the reciprocal IP in the bottom panel was performed with green fluorescent protein (GFP) antibody to pull down ZMP-YFP. The Western blots were done with anti-GFP and anti-HA antibodies separately. (**D**) Gel filtration chromatography assay showing that ZMP and NRPD1 codistribute in high–molecular weight fractions in vivo. Protein lysate from F1 lines expressing NRPD1-HA and ZMP-YFP was fractionated, eluted, and analyzed by Western blotting. The numbers on top mark the molecular weight of eluted fractions.

To confirm the ZMP–Pol IV interaction, we carried out coimmunoprecipitation (co-IP) using F1 transgenic plants containing NRPD1-HA and ZMP–yellow fluorescent protein (YFP) expressed from their native promoters. NRPD1-HA was immunoprecipitated with anti-HA antibodies, and both NRPD1-HA and ZMP-YFP proteins were detected in the immunoprecipitate (Fig. 1C, top). A reciprocal co-IP experiment was also performed by pulling down ZMP-YFP, and NRPD1-HA was coimmunoprecipitated (Fig. 1C, bottom), thus confirming the in vivo interactions between ZMP and NRPD1. In a complementary experiment, extracts from F1 transgenic plants expressing both ZMP-YFP and NRPD1-HA were subjected to size exclusion chromatography (Fig. 1D). ZMP-YFP cofractionated with NRPD1-HA almost completely in high molecular weight fractions, consistent with their in planta association (Fig. 1D).

There are five ZMP-like proteins in *Arabidopsis* that contain at least two of the three domains. 

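The genes of these proteins are spread over the genome, and their transcripts were counted in the mRNA-seq libraries of WT, *zmp-1* and *zmp-2* (n = 3 each). The deposited values are counts per gene, given here in TMM-scaled RPM, the count scaled to the library's size and edgeR's TMM factor. AT2G18090 lies on chromosome 2 of TAIR10.1 from 7864175 to 7867820 and had 33.7 ± 3.14 TMM-scaled RPM (SD) in WT. *NERD* (AT2G16485), on the same chromosome from 7136845 to 7145424, had the highest level, with 41.9 ± 0.781 TMM-scaled RPM in WT. AT3G51120, on chromosome 3 from 18986026 to 18992074, had 21.9 ± 1.85 TMM-scaled RPM. The remaining genes are on chromosome 5. AT5G08430, from 2716313 to 2720442, had 11.8 ± 2.52 TMM-scaled RPM, a value that is uncertain because it overlaps AT5G08420 on the same strand. AT5G23480, from 7915955 to 7919328, was close to the detection floor with 0.848 ± 0.426 TMM-scaled RPM, from a total of 28 counts over the WT libraries. In none of the 5 genes did the level in either mutant pass an adjusted p-value of 0.05. The smallest adjusted p-value among them was 0.497, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for AT2G18090 in *zmp-2* (log2 fold change −0.25, standard error 0.136). The signs of the small changes of AT3G51120, AT5G08430 and *NERD* in *zmp-2* depended on the scaling, and were negative with library size alone.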

A phylogenetic analysis of ZMP-like proteins from land plants suggested that the last common ancestor of ZMP-like proteins in multicellular plants contains four protein domains: zinc finger, MDM2/SWIB, Plus-3, and glycine-tyrosine-phenylalanine (GYF) (fig. S1A). During evolution, some ancestral proteins lost certain domains. For instance, the ancestor of ZMP in the latest common ancestor of rosids lost the GYF domain (fig. S1A). In *Arabidopsis*, ZMP-like proteins clustered together and separately from most MDM2/SWIB domain–containing proteins, probably due to the presence of domains other than MDM2/SWIB (fig. S1B). The functions of ZMP-like proteins may also have diverged with the protein domain reorganization, an example being NERD (needed for RDR2-independent DNA methylation) with a connection to argonaute 2 (AGO2) and 21-nt siRNAs (*24*).

### *ZMP* promotes the biogenesis of Pol IV–dependent, 24-nt siRNAs at a subset of loci

To determine whether ZMP, as a Pol IV–interacting protein, plays a role in siRNA biogenesis, we first obtained two T-DNA insertion alleles (*zmp-1* and *zmp-2*) in *ZMP*. These mutants showed no obvious developmental phenotypes. RNA sequencing (RNA-seq) with the mutants revealed reduced levels of *ZMP* transcripts, with little or no reads detected 3′ to the T-DNA insertion sites (Fig. 1B). 

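The mRNA-seq experiment comprised 9 libraries, 3 biological replicates each of WT (Col-0) and of the T-DNA insertion mutants *zmp-1* and *zmp-2*. The tissue is described as inflorescences in the methods and as seedlings in the legend of Fig. 1B and in dataset S1. The sample labels also give seedlings, at an age of 12 days. The authors trimmed the paired-end reads with Trim Galore, aligned them to TAIR10 with the Araport11 annotation using STAR, and deposited the number of read pairs that STAR counted on each gene, without normalization. The text does not state which strand was counted, so the values of a gene that overlaps another gene on the opposite strand are uncertain. Between 5815211 and 25182435 counts per library fell on genes, with a median of 10739822 in WT, 7149691 in *zmp-1* and 14423932 in *zmp-2*. Chloroplast genes took 59.8% ± 4.0 (SD, n = 3) of the counts in WT, 64.1% ± 1.5 in *zmp-1* and 62.8% ± 3.0 in *zmp-2*. The share of mapped reads that dataset S1 lists as multi-mapped also differed, with 53.3% ± 6.2 in WT, 42.4% ± 4.2 in *zmp-1* and 49.2% ± 4.7 in *zmp-2*. The lowest level that 3 counts can show was between 0.119 and 0.516 RPM in the different libraries, and such floors cover counting error only. None of the 36 pairs of libraries had identical counts. Replicates differed by more than the sampling noise, with a chi-square per degree of freedom of at least 8.03.

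Counts were compared with edgeR's quasi-likelihood test after TMM normalization, with 1 coefficient per genotype fitted to all 9 libraries. The 18109 genes that passed edgeR's filter on low counts were tested, and the biological coefficient of variation was 0.234. Replicates of different genotypes were treated as independent, since the text of the paper does not pair them.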

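*ZMP* (AT5G63700) lies on chromosome 5 of TAIR10.1 from 25493707 to 25497764 on the minus strand. It has 9 exons, overlaps no other annotated gene and has no near-identical copy elsewhere in the genome. A total of 235 read pairs were counted on *ZMP* in the WT libraries, 88 in *zmp-1* and 55 in *zmp-2*. On the scale of Fig. 1B, log2(RPM + 1), *ZMP* had 2.97 ± 0.28 (SD, n = 3) in WT, 1.83 ± 0.20 in *zmp-1* and 1.17 ± 0.21 in *zmp-2*. The lowest WT library, with 2.68, lay above the highest mutant library, with 1.97. The log2 fold change against WT was −1.35 in *zmp-1* (standard error 0.256, 95% confidence interval −1.91 to −0.79), a 2.55-fold lower level. Its edgeR p-value was 0.000223, or 0.000334 after Benjamini-Hochberg adjustment over the 3 comparisons between genotypes, and 0.155 when adjusted over all genes tested. In *zmp-2*, the log2 fold change was −2.35 (standard error 0.263, 95% confidence interval −2.93 to −1.78), a 5.11-fold lower level. The edgeR p-value was 1.51e-06, adjusted to 4.52e-06 over the same comparisons and to 0.0101 over all genes. An exact two-sided permutation test of the RPM values gave p = 0.1 for each mutant, the smallest value that 3 libraries against 3 allow. Among the alternatives, leaving out the first *zmp-1* replicate moved the value of *zmp-1* most, to −1.17, and leaving out the second *zmp-2* replicate moved that of *zmp-2* most, to −2.21. A gene count sums reads over all exons, so these values do not separate reads on the 5′ and the 3′ side of an insertion.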

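Between the mutants, *ZMP* had a log2 fold change of −1.00 in *zmp-2* relative to *zmp-1* (standard error 0.279, 95% confidence interval −1.62 to −0.39), a 2.01-fold difference. Its edgeR p-value was 0.00388, which the adjustment over the 3 genotype comparisons left unchanged. Adjusted over all genes tested, it was 0.944, and *ZMP* ranked 65 by p-value in this comparison. The *zmp-2* libraries had values of 0.93, 1.25 and 1.33 in log2(RPM + 1) and the *zmp-1* libraries values of 1.60, 1.92 and 1.97, so that the groups did not overlap (exact permutation test, p = 0.1, the smallest possible here). Leaving out single libraries placed the difference between −1.18 and −0.86.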

The *zmp-2* allele showed lower levels of *ZMP* transcripts and was selected for further functional analysis (Fig. 1B).

Next, we carried out small RNA-seq (sRNA-seq) with wild-type (WT), *zmp-2*, *nrpd1-3*, and *zmp-2 ZMP-YFP*, a *zmp-2* mutant harboring a *ZMP-YFP* transgene driven by the *ZMP* promoter. Three biological replicates generated ~15 to 30 million reads per library and yielded a high degree of reproducibility (fig. S2 and dataset S1). The global size distribution of sRNAs showed a marked reduction in 24-nt sRNAs in the *nrpd1-3* mutant, as expected. The *zmp-2* mutant did not show an obvious reduction in 24-nt sRNAs (fig. S3A), suggesting that *ZMP* does not have a globally strong impact on siRNA biogenesis.

To determine whether *ZMP* affects siRNA biogenesis at specific loci, we searched for differential sRNA regions (DSRs) between WT and each of the other three genotypes (*zmp-2*, *nrpd1-3*, and *zmp-2 ZMP-YFP*) (see Materials and Methods). As expected, 94,344 hypo-DSRs (i.e., regions with statistically significant reduction in siRNA accumulation) for 24-nt siRNAs were found in the *nrpd1* mutant, representing regions that produce Pol IV–dependent 24-nt siRNAs (Fig. 2A and dataset S2). In the *zmp-2* mutant, 7263 24-nt hypo-DSRs were identified, and these *zmp* hypo-DSRs nearly completely overlapped with *nrpd1* hypo-DSRs (Fig. 2, A to C, and dataset S2). The genomic distribution of *zmp* hypo-DSRs and *nrpd1* hypo-DSRs was similar, showing enrichment at pericentromeric regions (Fig. 2D). DSR analysis between WT and *zmp-2 ZMP-YFP* or between *zmp-2* and *zmp-2 ZMP-YFP* showed that *ZMP-YFP* largely rescued the defects of *zmp-2* in siRNA biogenesis (Fig. 2, A and C). Northern blotting further confirmed a reduction of Pol IV–dependent 24-nt siRNAs at two genomic loci in *zmp-2*, which was then recovered by introducing the functional *ZMP* gene (Fig. 3A). Moreover, *ZMP* does not influence the expression of known Pol IV interactors and RdDM components, which argues against the possibility of indirect effects of *ZMP* on siRNA production (fig. S3C). 

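The genes shown in fig. S3C and the Pol IV subunits and interactors of table S1 were tested between WT and each mutant in the mRNA-seq counts (n = 3 libraries per genotype). Of the 10 genes of fig. S3C, 9 had enough counts to be tested, and none changed in *zmp-2* at an adjusted p-value of 0.05, whether the Benjamini-Hochberg adjustment covered all genes or the list alone. None of them had an unadjusted p-value under 0.05 either. The smallest edgeR p-value was 0.102 for *CLSY1* (AT5G20420), adjusted to 0.512 over all genes and to 0.34 over the list. Its level was 1.26 ± 0.387 TMM-scaled RPM (SD) in WT and 1.96 ± 0.141 TMM-scaled RPM in *zmp-2*, and its log2 fold change of 0.65 (standard error 0.369) was the highest of the list. *NRPD1* (AT1G63020), which encodes the largest subunit of Pol IV, had the lowest value, −0.43 (standard error 0.278, adjusted p = 0.583 by edgeR), with 4.57 ± 1.06 TMM-scaled RPM in WT and 3.36 ± 0.991 TMM-scaled RPM in *zmp-2*. *AGO4*, the most abundant transcript of the list, had 21.3 ± 2.69 TMM-scaled RPM in WT and 23.0 ± 2.86 TMM-scaled RPM in *zmp-2*. The log2 fold changes of *RDR2*, *DCL3* and *NRPE1* were 0.15, 0.26 and 0.36, and those of *SHH1*, *CLSY2* and *CLSY3* were 0.22, 0.34 and −0.05. The names *CLSY1* and *CLSY2* (AT3G42670) follow table S1. The reference annotation instead gives *CLSY1* as a synonym of AT3G42670, so the values of these 2 genes may belong to exchanged names. *SHH1* and *DCL3* each overlap a gene on the opposite strand, and their values are uncertain. The standard errors of the 9 genes ranged from 0.161 for *AGO4* to 0.624 for *CLSY3*. The 95% confidence interval of *CLSY3* reached 1.36 to either side on the log2 scale, so that smaller changes of this gene were not detectable at this depth. The intervals of *NRPD1*, *SHH1* and *CLSY1* reached 0.61, 0.95 and 0.81 to either side of their values. They include a 2-fold change, which is thus not excluded for these genes. *CLSY4* (AT3G24340), with 56 counts over the 9 libraries, was too low to be tested.

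In *zmp-1*, the same 9 genes had log2 fold changes from −0.12 for *NRPD1* to 0.66 for *CLSY1*, and the smallest adjusted p-value from edgeR was 0.632. Table S1 lists 20 genes with a complete identifier besides *ZMP*, of which 17 were tested. None of these passed the threshold in *zmp-2*, with log2 fold changes between −0.43 and 0.65 and no unadjusted p-value under 0.05 in edgeR. The untested genes besides *CLSY4* were *NRPD3/E3B* (AT2G15400), with 32 counts in total, and AT3G16980, with 4. All 21 alternatives in normalization, filter, model, threshold and replicates also gave a count of 0 for both lists, although the stricter thresholds among them cannot raise it.

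In counts simulated for the tested genes, the test called 86.6% of the genes given a 4-fold change and 33% of those given a 2-fold change. From the expression of these genes in *zmp-2*, the paper reasons against indirect effects of *ZMP* on siRNA production. The siRNAs were sequenced from inflorescences, while the mRNA-seq libraries are labelled as seedlings. If the labels are right, these counts do not measure expression in the tissue of the siRNAs.

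**Figure D1:**
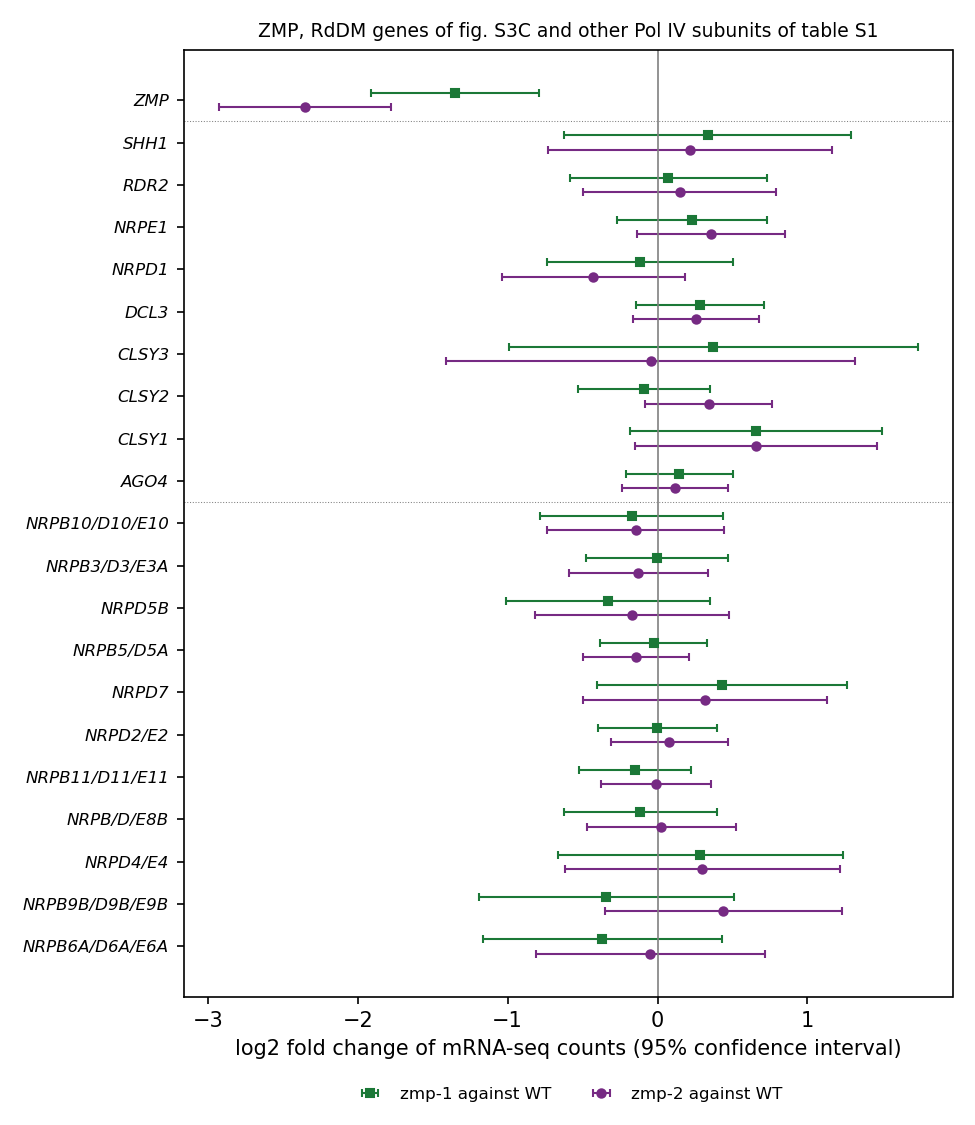
Log2 fold change of mRNA-seq counts against WT, with its 95% confidence interval, in *zmp-1* (squares) and *zmp-2* (circles), for *ZMP*, the 9 tested genes of fig. S3C and the other tested genes of table S1. The intervals of *ZMP* lie below 0 in both mutants, and those of the other genes include 0. *CLSY1* (AT5G20420) and *CLSY2* (AT3G42670) are named as in table S1, while the reference annotation gives *CLSY1* as a synonym of AT3G42670.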

Collectively, these results show that *ZMP* promotes the biogenesis of Pol IV–dependent siRNAs at a subset of Pol IV–dependent loci. The levels of microRNAs (miRNAs) and trans-acting siRNAs (ta-siRNAs) were unchanged in *zmp* mutants (Fig. 3B and fig. S3B). Therefore, *ZMP* acts exclusively with Pol IV for siRNA production, rather than assisting Pol II in the production of miRNAs and ta-siRNAs.

**Fig. 2.**
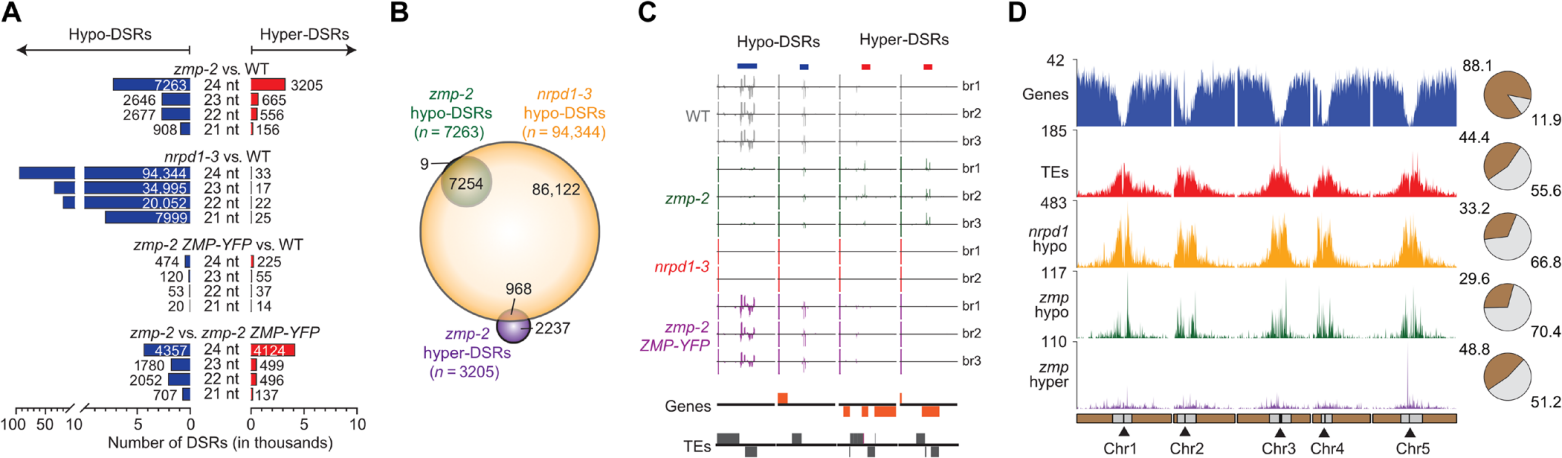
ZMP promotes and represses the biogenesis of siRNAs at different genomic loci. (**A**) DSRs for each size class between genotypes as indicated. The genome was tiled into 100–base pair (bp) nonoverlapping windows, and ribosomal RNA (rRNA)–normalized sRNA abundance was compared between genotypes for each window. Hypo- and hyper-DSRs denote regions with reduced or increased sRNAs [edgeR, fold change (FC) ≥ 2, false discovery rate (FDR) ≤ 0.05; see Materials and Methods]. (**B**) Overlap analysis of 24-nt *nrpd1* hypo-DSR, *zmp* hypo-DSR, and *zmp* hyper-DSR. (**C**) Genome browser view showing 24-nt siRNA abundance at representative 24-nt *zmp* hypo- and hyper-DSR loci in WT, *zmp-2*, *nrpd1-3*, and *zmp-2 ZMP-YFP*. Each track represents a biological replicate (br) where the signals above or below the black line indicate sRNAs from the sense and antisense strands, respectively. Genes and TEs along these regions are depicted by orange and gray boxes, respectively, with orientation indicated by boxes above (sense) or below (antisense) the black line. The blue and red bars indicate the hypo- and hyper-DSRs, respectively. Location identifiers and signal scales (in parentheses) for these regions include, from left to right, AT1TE67625 (−600 to 600), AT2TE52920 (−1200 to 1200), AT2G20465 (−30 to 30), and AT4G11485 (−50 to 50). (**D**) DSR distribution along the genome. Numbers of genome features (genes and TEs) and 24-nt DSR loci (*zmp* hypo, *zmp* hyper, and *nrpd1* hypo) in 100-kb nonoverlapping windows along the chromosomes were plotted. The pie charts show proportions of the genome features and 24-nt DSRs located on euchromatic (brown) and pericentromeric (gray) regions. Centromeres and pericentromeric regions for each chromosome are indicated by the triangles and gray rectangles, respectively.

**Fig. 3.**
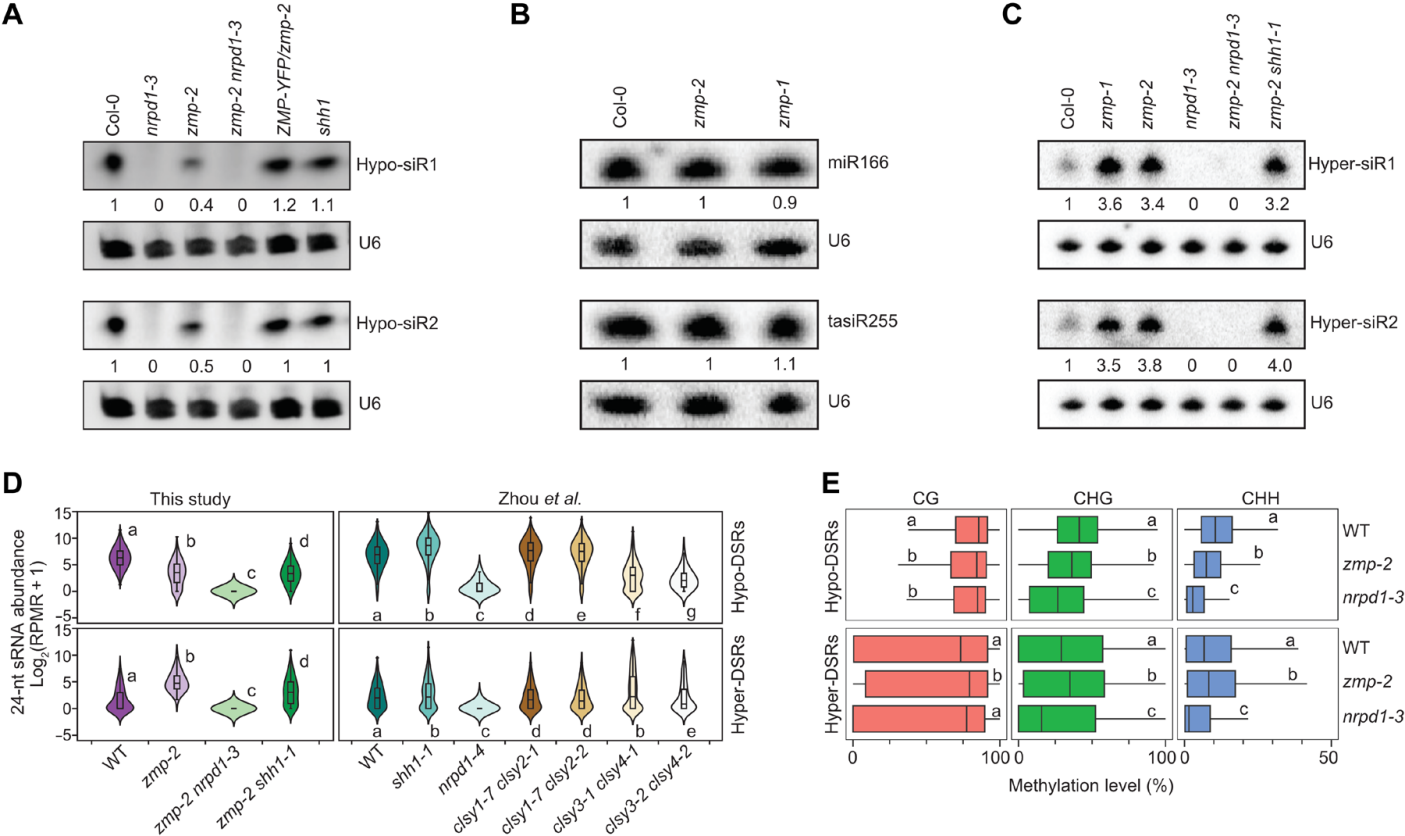
*ZMP* promotes Pol IV–dependent siRNAs from *SHH1*-indepednent regions. (**A** to **C**) RNA gel blot analysis of two 24-nt *zmp* hypo-DSRs (A), an miRNA (miR166), a ta-siRNA [tasiR255 (TAS1)] (B), and two 24-nt *zmp* hyper-DSRs (C) using RNA extracted from the indicated genotypes with U6 as an internal control. Numbers represent relative abundance. (**D**) Violin and box plots showing 24-nt siRNA abundance at *zmp* hypo-DSR (top) and hyper-DSRs (bottom) in the genotypes indicated below. The data from Zhou *et al.* (*19*) and this study were plotted in the right and left panels, respectively. Statistical significance was determined by the Wilcoxon rank sum test with the Holm correction for multiple comparisons and represented by letters (a to g; where the same letter indicates no significant differences between genotypes in pairwise comparisons). RPMR, reads per million rRNA fragments. (**E**) DNA methylation level distribution at 24-nt *zmp* hypo- and hyper-DSRs in WT, *zmp-2*, and *nrpd1-3*, in all sequence contexts where H = A, C, or T. Statistical significance [represented by the letters (a to c)] was determined by the Student’s *t* test and the Bonferonni-Hochberg correction for multiple testing. Genotypes with the same letters show no significant differences in pairwise comparisons.

At present, only two classes of genes are known to promote the production of Pol IV–dependent siRNAs in a locus-specific manner as does *ZMP*, and these are *SHH1* and the *CLSY* family. To determine whether *ZMP* and *SHH1* act at the same or different loci to promote Pol IV–dependent siRNA production, we first used public sRNA datasets (*19*) to examine siRNA levels at the *ZMP*-dependent loci (i.e., *zmp* hypo-DSRs) in *nrpd1* and *shh1* mutants. The levels of 24-nt siRNAs at *zmp* hypo-DSRs were nearly absent in *nrpd1-4* but were slightly increased in *shh1* (Fig. 3D, top right), suggesting that *SHH1* does not contribute to siRNA biogenesis at regions that require *ZMP*. To confirm this, we generated a *zmp-2 shh1-1* double mutant and performed sRNA-seq with this double mutant as well as WT, *zmp-2*, and *zmp-2 nrpd1-3*. At the *zmp* hypo-DSRs, as expected, the levels of 24-nt siRNAs were reduced in *zmp-2* as compared to WT and were nearly absent in *zmp-2 nrpd1-3*. However, 24-nt siRNA levels were comparable between *zmp-2* and *zmp-2 shh1* (Fig. 3D, top left) at these loci, confirming that *SHH1* is largely dispensable for siRNA biogenesis at regions dependent on *ZMP*. We also validated this by Northern blot analysis at two *zmp* hypo-DSR loci (Fig. 3A). Using sRNA datasets of *clsy12* and *clsy34* double mutants (*19*), we found that the levels of 24-nt siRNAs at *zmp* hypo-DSRs were reduced in the *clsy34* double mutant but unaffected in the *clsy12* double mutant (Fig. 3D, top right). This is consistent with the enrichment of *zmp* hypo-DSRs in pericentromeric regions, where *CLSY3*/*4* are known to act (Fig. 3D) (*19*). Together, these findings demonstrate that *ZMP* promotes Pol IV–dependent siRNA biogenesis at a subset of genomic regions where *CLSY3*/*4*, but not *CLSY1*/*2* and *SHH1*, is required.

To evaluate the effects of *ZMP* on DNA methylation, we performed methylome profiling with WT, *zmp-2*, and *nrpd1-3*, each with two biological replicates, which were highly reproducible (fig. S4). The *nrpd1* mutant showed a large reduction in DNA methylation at TEs, particularly at CHG and CHH sequence contexts, but was unaffected in gene body methylation, which is consistent with the known role of RdDM (fig. S5, A and B) (*15*). Only a small reduction in CHG and CHH methylation was found globally at TEs in the *zmp-2* mutant (fig. S5A). At *zmp* hypo-DSRs, in general, and at TEs overlapped with *zmp* hypo-DSRs, specifically, the levels of DNA methylation were significantly reduced (Fig. 3E and fig. S5, C and D), consistent with reduced levels of 24-nt siRNAs. By contrast, randomly selected TEs that do not overlap with the *zmp* hypo-DSRs show no changes in DNA methylation (fig. S5, C and D). Collectively, *ZMP* promotes the biogenesis of Pol IV–dependent siRNAs and DNA methylation at a fraction of Pol IV target sites, and *ZMP*-dependent regions are enriched at pericentromeric heterochromatin.

### *ZMP* recruits Pol IV to a subset of Pol IV–dependent siRNA loci

As ZMP was found as a Pol IV–interacting protein on chromatin, it is possible that the role of *ZMP* in the biogenesis of 24-nt siRNAs at *zmp* hypo-DSRs lies in the chromatin recruitment or maintenance of Pol IV. To test this hypothesis, we determined genome-wide Pol IV occupancy in *NRPD1-HA* and *zmp-2 NRPD1-HA* backgrounds (fig. S6A) via ChIP sequencing (ChIP-seq) using an anti-HA antibody; Col-0 plants without NRPD1-HA were used as a negative control. Two biological replicates were reproducible (fig. S7A), and NRPD1-HA peaks common in the two biological replicates were defined as high-confidence Pol IV–binding sites (P4BSs). P4BSs (2978 and 3145) with a high degree of overlap were found in WT and *zmp-2*, respectively (Fig. 4, A and B, fig. S6B, and dataset S3). Moreover, Pol IV ChIP signals were enriched at *nrpd1* hypo-DSRs in both WT and *zmp* backgrounds (Fig. 4C), suggesting that the Pol IV ChIP-seq was successful. *zmp* hypo-DSRs largely overlapped with P4BSs in WT (fig. S6C) and *nrpd1* hypo-DSRs (Fig. 2B), consistent with the role of both *ZMP* and Pol IV in siRNA biogenesis at these sites. However, NRPD1-HA ChIP signals were not obviously different between WT and *zmp-2* at the 2978 P4BSs (Fig. 4A and dataset S3), suggesting that *ZMP* is not required for Pol IV occupancy at most genomic loci. Thus, we further determined *ZMP*’s contribution to Pol IV’s chromatin occupancy at specific sites, especially at *zmp* hypo-DSRs. NRPD1-HA ChIP signals were greatly reduced at *zmp* hypo-DSRs in *zmp-2* (Fig. 4D), suggesting that *ZMP* contributes to siRNA generation by affecting Pol IV’s chromatin occupancy. To further confirm this, we examined siRNA levels at regions differentially occupied by Pol IV between WT and *zmp*. Using the biological replicates, we determined differentially enriched NRPD1-HA peaks between WT and *zmp-2* (see Materials and Methods) and identified 558 P4BSs enriched in WT versus *zmp-2*, which were defined as *ZMP*-dependent P4BSs (*ZMP*-dep P4BSs; Fig. 4F and dataset S3). These *ZMP*-dep P4BSs showed enrichment at pericentromeric regions similar to that of TEs (Fig. 4H) and *zmp* hypo-DSRs (Fig. 2D). siRNA levels were reduced in *zmp-2* compared to WT at *ZMP*-dep P4BSs (Fig. 4, I and K, and fig. S8). These results together suggested that *ZMP* is required for Pol IV’s occupancy at specific sites for the biogenesis of 24-nt siRNAs. *ZMP*-dep P4BSs and *SHH1*-dep P4BSs (*16*) showed little overlap (fig. S6D), further confirming that *ZMP* functions independently of *SHH1*.

**Fig. 4.**
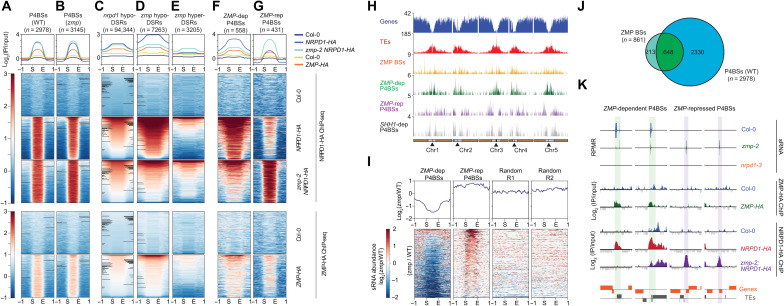
*ZMP* facilitates and prevents Pol IV’s chromatin association at *zmp* hypo- and hyper-DSRs, respectively. (**A** and **B**) NRPD1 and ZMP ChIP signals at all P4BSs in WT (A) and *zmp* (B) backgrounds. (**C** to **E**) NRPD1 and ZMP ChIP signals at *nrpd1* hypo-DSRs (C), *zmp* hypo-DSRs (D), and *zmp* hyper-DSRs (E). (**F** and **G**) NRPD1 and ZMP ChIP signals at defined P4BSs: *ZMP*-dep P4BSs (F) and *ZMP*-rep P4BSs (G). (**H**) Genome-wide distribution of ZMP and P4BSs (as indicated in the left) along the chromosome in 100-kb windows. Centromeres, euchromatic, and pericentromeric regions are indicated by the triangles, brown rectangles, and gray rectangles, respectively. Numbers along the *y* axis indicate the numbers of sites per 100-kb windows. (**I**) Relative abundance of 24-nt siRNAs at *ZMP*-dep and *ZMP*-rep P4BSs. Random sites were generated with similar size and numbers as the *ZMP*-dep and *ZMP*-rep P4BSs. All biological replicates of WT and *zmp-2* sRNA-seq data were merged and plotted. Heatmaps and profile plots show normalized signals in (A) to (G) (log_2_ ratios of IP/input) and in (I) (log_2_ ratios of *zmp-2*/WT) at the start (S) and end (E) of the indicated regions and 1-kb upstream (−1) and downstream (1). (**J**) Overlap analysis of P4BSs and ZMP-binding sites (ZMP BSs) identified from NRPD1-HA and ZMP-HA ChIP-seq datasets. (**K**) Genome browser views showing 24-nt sRNAs, ZMP-HA, and NRPD1-HA signal abundance at selected P4BSs defined in (F) and (G). Vertical colored bars spanning all tracks highlight the P4BSs. Genes and TEs along these regions are depicted by orange and gray boxes, respectively, with orientation indicated by boxes above (sense) or below (antisense) the line. Scales for the sRNA-seq tracks are from −100 to 100. Scales for the ChIP-seq tracks are from −1 to 4. Features associated with these regions are, from left to right, AT3TE15400, AT1TE55560, AT3G07775, and AT5G43755.

We next asked whether ZMP binds to chromatin to mediate Pol IV’s chromatin occupancy at the *ZMP*-dep P4BSs. We profiled genome-wide ZMP chromatin occupancy via ChIP-seq using a *ZMP-HA* transgenic line (WT being the negative control) in two biological repeats (fig. S7B). Reproducible ZMP-binding peaks (861) were identified, ~75% of which overlapped with P4BSs (Fig. 4J and dataset S3), but few overlapped with *SHH1*-dep P4BSs (fig. S6E). In particular, ZMP occupancy was found at *ZMP*-dep P4BSs (Fig. 4F). Collectively, ZMP directly binds to chromatin to allow for Pol IV occupancy at a subset of Pol IV target sites for siRNA biogenesis.

### ZMP prefers to bind H3K4me-depleted regions with adjacent H3K4me

To gain further insight into the mechanism by which ZMP recruits Pol IV to a subset of genomic regions, we investigated ZMP’s biochemical properties. The ZMP protein has three putative chromatin-binding motifs (Fig. 1B), including a classical 4× cysteine–histidine–3× cysteine (C4HC3)–type zinc finger PHD at the N terminus, a chromatin remodeler MDM2/SWIB domain in the middle and a Plus-3 domain at the C terminus. PHD, a 50– to 80–amino acid domain of diverse sequences and present in many chromatin-associated proteins; binds the N-terminal tail of histone H3 with specific methylation states at lysine 4 (such as H3K4me0 or H3K4me3) and translates this chromatin status into regulatory outputs (*25*). The MDM2/SWIB domain is a conserved region present in the human oncoprotein MDM2 that negatively regulates p53 expression and in BAF60b from the switch/sucrose non-fermentable (SWI/SNF) complex B that acts in chromatin remodeling and gene activation (*26*). The Plus-3 domain, named because of three positively charged amino acids, also resides in human RTF1 (Restore TBP function 1) and binds single-stranded DNA to play a role in the structural organization of the elongating transcription bubble, rather than in specific DNA sequence recognition (*27*).

As ZMP associates with chromatin, we first tested whether ZMP may recognize specific DNA motifs by searching for enriched sequence motifs at ZMP-HA ChIP peaks. No consensus DNA motif was found, suggesting that ZMP is not a sequence-specific DNA binding protein. Since ZMP has a PHD domain that might be responsible for the recognition of chromatin features, we then focused on studying whether the PHD domain determines ZMP’s chromatin distribution pattern.

Two distinct types of PHD have been experimentally defined to specifically bind either methylated H3K4 or H3K4me0 (Fig. 5A) (*28*–*30*). Type 2 recognizes H3K4me3, regarded as an epigenetic mark for transcription activation, through an aromatic cage (*29*). Type 1, devoid of the cage, uses an N-terminal aspartic acid (indicated in Fig. 5A) to recognize H3K4me0, perceived as a mark for transcription repression. Sequence alignment indicates that the ZMP PHD belongs to type 1, similar to PHDs of human Autoimmune Regulator (AIRE)-1, mouse AIRE, human BHC80 (BRAF–HDAC complex 80), and *Arabidopsis* NERD, in which the conserved acidic patch (E600 and D601) was previously implicated in H3K4me0 recognition (Fig. 5A) (*24*, *29*).

**Fig. 5.**
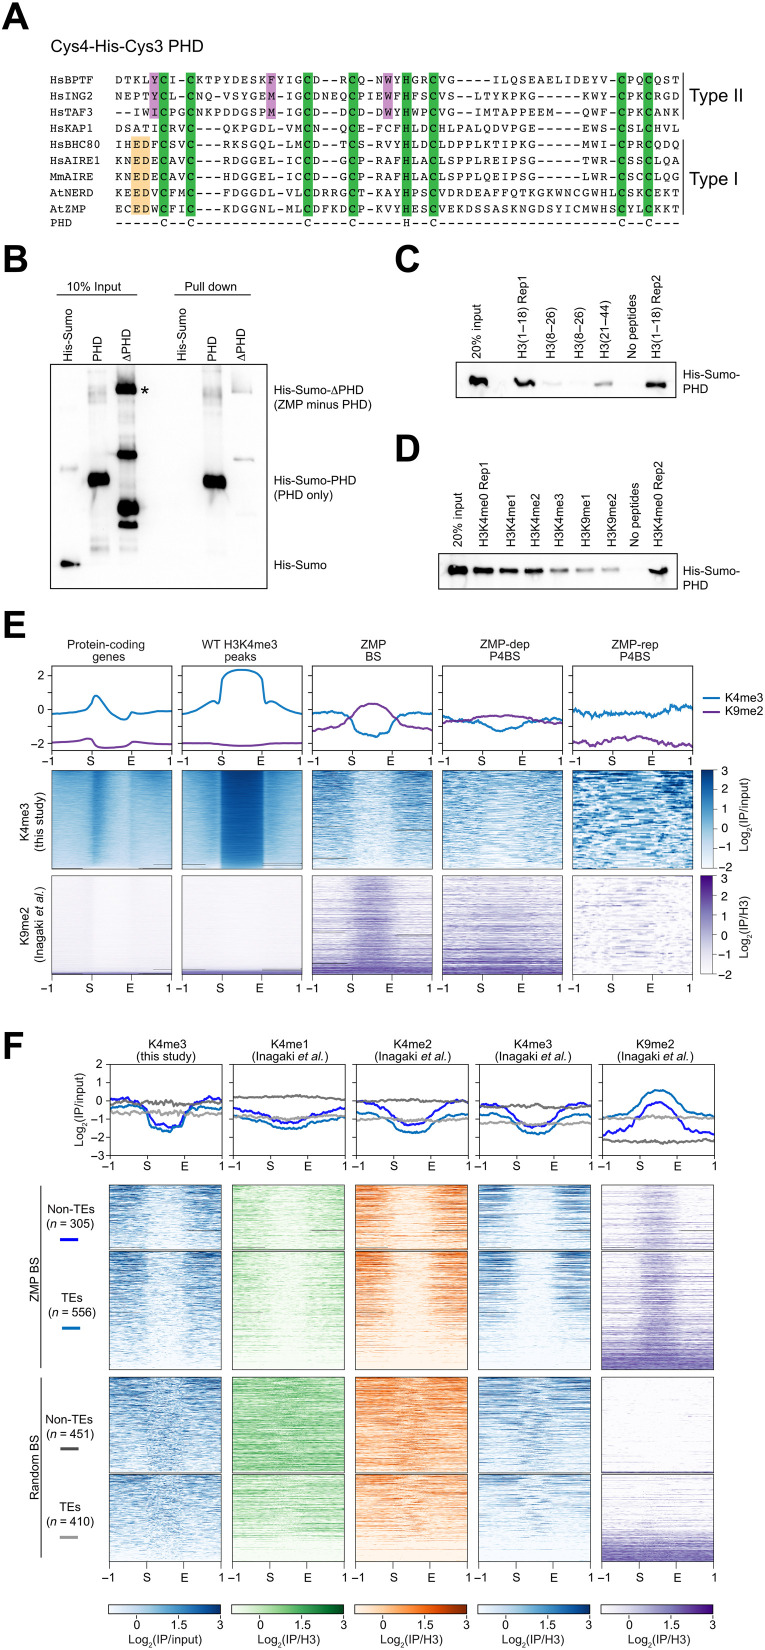
ZMP prefers H3K4me-depleted regions with adjacent H3K4 methylation. (**A**) Sequence comparison of ZMP PHD with other PHDs known to bind H3K4me0 (type I) and H3K4me3 (type II). HsKAP1 has a PHD domain but does not bind histone H3 (*79*). The green boxes highlight the conserved C4HC3 residues chelating zinc ions. Conserved residues in the type I and type II PHD fingers are highlighted in yellow and purple, respectively. At, *A. thaliana*; Mm, *Mus musculus*; Hs, *Homo sapiens*. GenBank accessions of the PHD-containing proteins are as follows: AtNERD, NP_179241.4; AtZMP, NP_201175.2; HsAIRE1, CAA0859.1; HsBHC80, NP_001095272.1; HsBPTF, Q12830.3; HsING2, CAC20567.1; HsKAP1, AAB37341.1; HsTAF3, XP_007933636.1; and MmAIRE, NP_033776.1. (**B**) In vitro binding assay using recombinant PHD of ZMP (PHD) and the ZMP protein without PHD (ZMP-ΔPHD) as preys and biotinylated histone H3 N-terminal tail peptides as the bait. His-SUMO served as a negative control. (**C** and **D**) In vitro binding assays of PHD of ZMP (PHD) with unmethylated histone H3 tail peptides (C) and H3K4me and H3K9me (D). Rep1 and Rep2, two repeats. (**E**) H3K4me3 and H3K9me2 signals at protein-coding genes, H3K4me3 peaks, ZMP-binding sites, and P4BSs (*ZMP*-dep and *ZMP*-rep). Heatmaps and profile plots show normalized signals (log_2_ ratios of IP/input or IP/H3) at the start (S) and end (E) of the indicated regions and 1-kb upstream (−1) and downstream (1). (**F**) Histone H3 profiles at ZMP-binding sites (ZMP-BSs) divided by sites overlapping or not overlapping with TE features. Random sites were generated with similar size and numbers as ZMP-BSs. Histone H3 datasets (except for H3K4me3 from this study) were downloaded from public repository (indicated on top), and IP signals were normalized relative to the H3 or input control.

To confirm the predicted specificity of the PHD of ZMP (hereafter referred to as PHD), we conducted histone-binding assays using recombinant PHD and biotinylated histone H3 peptides (Fig. 5, B and C). The H3 tail peptide (1 to 18 amino acids) showed prominent binding to PHD but not the ZMP protein without the PHD region (ΔPHD) (Fig. 5, B and C). Similar assays with methylated H3 tails found that PHD was also able to bind H3K4me1, H3K4me2, and H3K4me3 but at reduced levels compared to H3K4me0 (Fig. 5D), indicating that ZMP prefers H3K4me0. As compared to the unmodified H3 peptide (1 to 18 amino acids; H3K4me0 and H3K9me0), H3K9me1 and H3K9me2 peptides were bound by PHD at reduced levels (Fig. 5D), suggesting that ZMP does not prefer these repressive marks, which are recognized by SHH1 (*2*, *16*, *18*).

We further sought for clues to ZMP’s binding preference in the genome. Since ZMP binds H3 tails with H3K4me0 better than those with H3K4me in vitro, we performed H3K4me3 ChIP-seq to determine the status of H3K4 methylation at ZMP-binding sites in vivo. Consistent with previous reports (*30*–*32*), H3K4me3 was found to be enriched near the transcription start sites of genes but depleted from TE regions (Fig. 5E and dataset S3). H3K4me3 signals were absent in ZMP-binding sites but present in adjacent regions both upstream and downstream, a feature that was also weakly displayed by *ZMP*-dep P4BSs (Fig. 5E). H3K9me2 showed the opposite profile in ZMP-binding sites and *ZMP*-dep P4BSs (Fig. 5E). These features were found for both TE and non-TE ZMP-binding sites (Fig. 5F). To examine the chromatin features of ZMP-binding sites further, we took advantage of existing epigenomic datasets (*33*, *34*). For this analysis, 861 randomly sampled genomic regions were included for comparison with the 861 ZMP-binding sites. Relative to the random sites, ZMP-binding sites (both in TE and non-TE) were depleted of the active marks H3K4me1, H3K4me2, and H3K4me3 and enriched in the repressive mark H3K9me2 (Fig. 5F). Furthermore, the adjacent regions of ZMP-binding sites enriched more H3K4me1, H3K4me2, and H3K4me3 than the ZMP-binding sites. This H3K4me distribution pattern over the ZMP-binding sites and adjacent regions was not observed in randomly selected sites (Fig. 5F). In summary, H3K4me-depleted regions with adjacent H3K4me3 are occupied by ZMP in vivo. This may reflect ZMP’s preference for H3K4me0 and tolerance of H3K4me3 in vitro (Fig. 5D).

### *ZMP* prevents Pol IV–dependent siRNA biogenesis from certain genes

A long-standing mystery is how Pol IV distinguishes TEs/repeats from genes. So far, no factor that prevents Pol IV from producing ectopic siRNAs is known. In the sRNA-seq experiments, we found that the *zmp-2* mutant produced more 24-nt siRNAs than WT at thousands of genomic sites (i.e., *zmp* hyper-DSRs) (Fig. 2A and dataset S2). The presence of hyper-DSRs in *zmp-2* was not due to a normalization issue caused by reduced siRNA abundance at the hypo-DSRs, as no hyper-DSRs were found in the *nrpd1-3* mutant with even more widespread reduction of siRNAs (Fig. 2A). Nearly no hyper-DSRs were found in the *zmp-2 ZMP-GFP* versus WT comparison, confirming that the *zmp* hyper-DSRs were caused by the *zmp-2* mutation. Thus, *ZMP* inhibits siRNA biogenesis at certain genomic regions. Unlike *zmp* hypo-DSRs, the *zmp* hyper-DSRs were predominantly distributed in euchromatic regions (Fig. 2D). Among the 3205 *zmp* hyper-DSRs, only 968 overlapped with Pol IV–dependent siRNA regions (Fig. 2B and dataset S2). This suggested that *ZMP* represses siRNA production by Pol IV at these 968 regions, while, at other regions, siRNAs were not normally present or were produced by another polymerase. At two of the 968 loci, Northern blot analysis validated the increase in siRNA abundance in the *zmp-1* and *zmp-2* mutants and the absence of siRNAs in the *nrpd1-3* mutant (Fig. 3C). Moreover, no siRNAs were present in the *zmp-2 nrpd1-3* double mutant, while siRNA levels were similar between *zmp-2* and *zmp-2 shh1-1* (Fig. 3C). Thus, *ZMP* represses 24-nt siRNA biogenesis by Pol IV at these loci, while *SHH1* had no effect. At the other 2237 *zmp* hyper-DSRs, Pol IV did not produce siRNAs in the WT background (Fig. 2, B and C). To determine whether siRNAs produced in the *zmp-2* mutant at all *zmp* hyper-DSRs were Pol IV dependent, we profiled sRNAs of *zmp-2 nrpd1*-*3* and *zmp-2 shh1-1* double mutants. At all *zmp* hyper-DSRs, the levels of 24-nt siRNAs were nearly completely gone in the *zmp-2 nrpd1-3* double mutant, suggesting that Pol IV was responsible for the production of siRNAs at all *zmp* hyper-DSRs (Fig. 3D, bottom left). A mild reduction in siRNA levels was found in the *zmp-2 shh1-1* double mutant (Fig. 3D, bottom left). This, together with results in Fig. 2G, suggests that siRNA biogenesis at some of the *zmp* hyper-DSRs requires *SHH1*. Methylome analysis showed that CG, CHG, and CHH methylation was present at the *zmp* hyper-DSRs in WT, and methylation in all contexts was slightly but significantly enhanced in the *zmp-2* mutant (Fig. 3E). These results demonstrate that *ZMP* represses RdDM at certain genomic locations.

*ZMP* probably repressed Pol IV–dependent siRNA biogenesis by preventing Pol IV occupancy at these sites. In contrast to *zmp* hypo-DSRs, which showed reduced NRPD1-HA occupancy in the *zmp-2* mutant background, *zmp* hyper-DSRs showed increased NRPD1-HA ChIP signals in the *zmp* mutant background (Fig. 4E), consistent with the notion that *ZMP* reduces Pol IV occupancy at these loci to repress siRNA biogenesis. To complement this observation, we sought to determine siRNA levels at *ZMP*-repressed P4BSs (*ZMP*-rep P4BSs). We first identified 431 differentially enriched NRPD1-HA ChIP peaks in the *zmp-2* mutant as compared to WT (Fig. 4G and dataset S3), which we termed *ZMP*-rep P4BSs. These sites showed euchromatic distribution and higher siRNA levels in *zmp-2* than WT (Fig. 4, H, I, and K, and fig. S8), supporting the conclusion that *ZMP* prevents Pol IV from producing siRNAs at certain euchromatic regions. At *zmp* hyper-DSRs, ZMP-HA ChIP signals were detectable but low and did not pass the filters to be called peaks at some loci (Fig. 4E and fig. S11C). Consistent with the small effect of *SHH1* on siRNA biogenesis at *zmp* hyper-DSRs, *ZMP*-rep P4BSs had minimal overlap with *SHH1*-dep P4BSs (fig. S6D).

We were interested in the nature of the loci where *ZMP* inhibits Pol IV occupancy to prevent siRNA biogenesis. As compared to *ZMP*-dep P4BSs, *ZMP*-rep P4BSs had larger numbers and fractions of protein-coding genes and intergenic regions (fig. S6F). Both *zmp* hypo-DSRs and hyper-DSRs were enriched in TEs and intergenic regions as compared to the genome, but the hyper-DSRs had a larger fraction of protein-coding genes than the hypo-DSRs (Fig. 6A). For the intergenic regions, more were close to protein-coding genes in the hyper-DSRs than hypo-DSRs (Fig. 6A). At some of these genes, 24-nt siRNAs were not produced in WT but were ectopically generated in the *zmp* mutant background (fig. S10). This led us to focus on investigating *ZMP*’s role in repressing siRNA biogenesis from genes. When all annotated genes were divided into 10 bins along their gene bodies, *zmp* hyper-DSRs overlapped with the 5′ most bin as compared to *zmp* hypo-DSRs or five sets of random sequences (Fig. 6B). Thus, *ZMP* prevents siRNA biogenesis from the 5′ most regions of certain genes. We next explored features of the genes that overlapped with *zmp* hyper-DSRs (which we termed hyper-DSR genes; dataset S4). As compared to all genes or randomly selected genes, hyper-DSR genes were located closer to TEs (Fig. 6C). While they were similar to all genes or randomly selected genes in gene length, they had fewer numbers of exons (Fig. 6, D and E). 

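The transcript levels of the hyper-DSR genes were taken from the mRNA-seq counts of the 3 WT libraries, since the text does not name the libraries behind Fig. 6F. Dataset S4 lists 483 hyper-DSR genes, 471 of which are among the genes counted. The other 32962 genes outside the annotation class that holds the TE genes served for comparison. A gene's level was log2(RPM + 1) of its mean RPM over the WT libraries, where RPM is the count divided by the total count of the library and multiplied by 1000000. The hyper-DSR genes had a median of 0 and a mean of 1.02, and the other genes a median of 1.08 and a mean of 1.83. In 10000 random lists of 471 genes, the median ranged from 0.32 to 1.98, so that the hyper-DSR genes lay below every list (two-sided permutation test over these lists, p = 2e-04, the smallest they can give). Genes are not replicates, and this comparison describes the libraries. In all WT libraries together, 51.2% of the hyper-DSR genes and 29.6% of the other genes had no count. Per library, 43.7% ± 1.7 (SD, n = 3) of the hyper-DSR genes and 65.0% ± 1.6 of the other genes had at least 1 count. The upper quartile was 1.59 for the hyper-DSR genes and 3.31 for the other genes. A part of the hyper-DSR genes was well expressed, with the highest level, 7.66, for *RBP31* (AT4G24770), named after its value was seen. Protein-coding genes alone gave medians of 0.06 for 423 hyper-DSR genes and 1.89 for 27021 other genes. A pseudocount of 0.1 moved the difference between the medians most, from −1.08 to −3.61, and including the TE genes brought it closest to 0, at −0.56.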

Notably, hyper-DSR genes were expressed at a lower level than randomly selected genes (Fig. 6F). H3K4me3 serves as a hallmark of the transcription start sites of actively expressed and poised genes (*35*). Genes and TEs exhibited markedly different patterns of H3K4me3, with most genes coinciding with H3K4me3 peaks while most TEs being far from the nearest H3K4me3 peaks (Fig. 6G). Consistent with the lower expression of hyper-DSR genes, these genes displayed a pattern of H3K4me3 in between genes and TEs, with a lower proportion of hyper-DSR genes coinciding with H3K4me3 peaks as compared to randomly selected genes (Fig. 6G). Thus, *ZMP* prevents Pol IV from accessing genes that have fewer numbers of exons, lie closer to TEs, and are expressed at a lower level than other genes.

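The difference in transcript level was also examined within classes of genes of similar structure, in the same WT libraries. Exons were counted in the annotated transcript with the most exons. Among genes with 1 exon, 24.8% of 129 hyper-DSR genes had a count in WT (95% exact Clopper-Pearson confidence interval 17.6% to 33.2%), against 42.5% of 9706 other genes. With 2 exons, the shares were 40.9% and 63.4%, and with 3 to 5 exons they were 53.3% and 80.5%. Among genes with 6 or more exons, 74.4% of 129 hyper-DSR genes (66.0% to 81.7%) and 93.2% of 9753 other genes had a count. The median level of this last class was 1.59 in log2(RPM + 1) for the hyper-DSR genes and 3.17 for the other genes (permutation test over random lists of the same class, p = 2e-04, the smallest they can give, adjusted to 0.000333 over 10 comparisons by the Benjamini-Hochberg method). Medians were 0 in both groups at 1 exon and under 1 kb of length, where they cannot show a difference. Among genes of 3 kb or more, the medians were 1.96 and 3.47 (adjusted p = 0.000333 by the same permutation test). Of the hyper-DSR genes counted as long noncoding RNAs, 16.3% of 43 had a count, against 21.0% of 3437 others, a difference within the confidence interval of 6.81% to 30.7%.

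The exon numbers themselves differed less. Nuclear hyper-DSR genes and other nuclear genes both had a median of 3 exons, with means of 4.61 and 4.75 (permutation test of the ranks over random lists, p = 0.67). Among protein-coding genes, the medians were 3 and 4 and the means 4.98 and 5.46 (permutation test of the ranks, p = 0.0068, in a comparison chosen after seeing the data). Gene length had medians of 1810 bp and 1812 bp among nuclear genes (permutation test of the ranks, p = 0.19), while the mean was higher in the hyper-DSR genes, 2325 bp against 2071 bp (permutation test of the means over random lists, p = 0.0026). Among protein-coding genes, the medians were 1914 bp and 2079 bp and the means 2494 bp and 2383 bp (permutation test of the means, p = 0.17, and of the ranks, p = 0.18).

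Whether transcripts of the hyper-DSR genes changed when *ZMP* was lost was tested on the 146 of them with enough counts. In *zmp-2*, 66 were higher and 80 lower than in WT, with a median log2 fold change of −0.06 against −0.02 for the other genes (limma's camera test, adjusted p = 0.546 over both mutants). In *zmp-1*, 79 were higher and 67 lower, with a median of 0.05 against −0.01 (adjusted p = 0.546 by limma's camera test, from an unadjusted value of 0.305). No single hyper-DSR gene reached an adjusted p-value of 0.05 in edgeR, the smallest being 0.163 in *zmp-2* and 0.269 in *zmp-1*, and 27 and 21 of them, respectively, had an unadjusted p-value under 0.05. The sign of the difference between the medians in *zmp-2* was reversed, to 0.03, when only genes with at least 10 counts in every library were kept. The siRNA gains at these genes were found in inflorescences, while the mRNA-seq libraries are labelled as seedlings. If the labels are right, transcript changes in inflorescences would not be seen here.

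**Figure D2:**
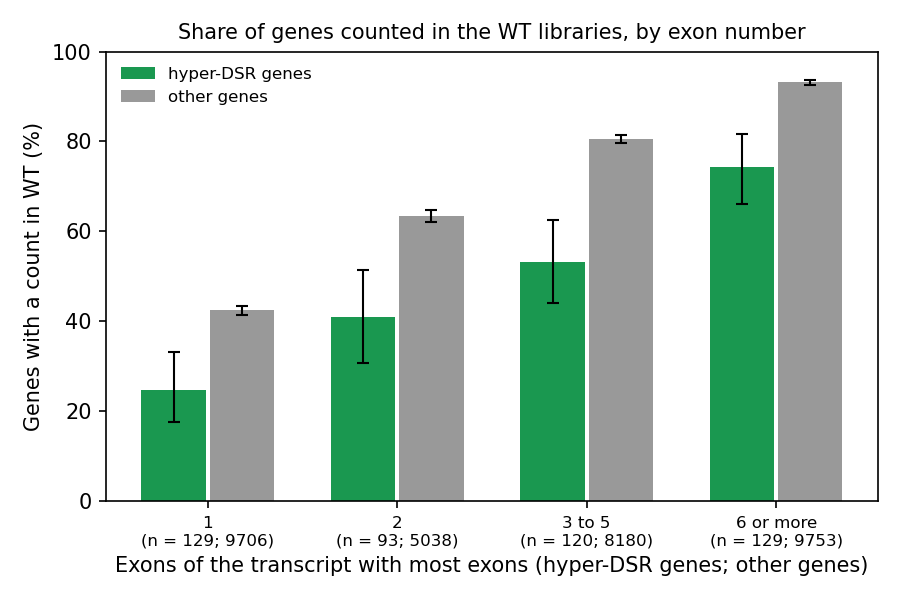
Percentage of genes with at least 1 count in the WT libraries, for hyper-DSR genes and other nuclear genes grouped by exon number, with 95% exact Clopper-Pearson confidence intervals as error bars. The hyper-DSR genes lie below the other genes in each class, from 24.8% against 42.5% at 1 exon to 74.4% against 93.2% at 6 or more.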

**Fig. 6.**
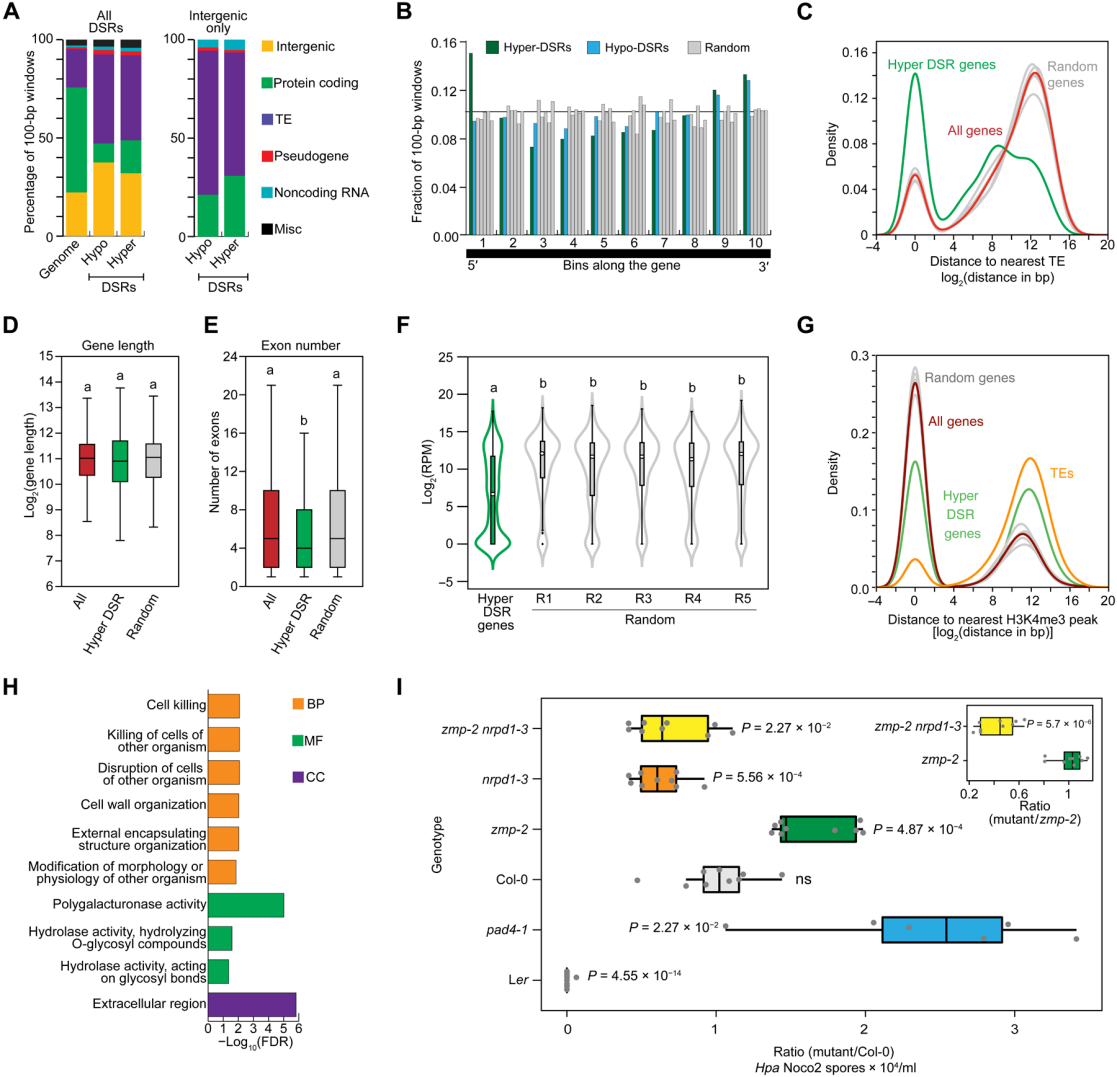
ZMP prevents Pol IV–dependent siRNA biogenesis from certain genes. (**A**) Proportions of annotated genomic features associated with the *zmp* hyper- and hypo-DSRs (left). DSR loci within intergenic regions (orange boxes) were further annotated to the closest genome features (right). Intergenic, region without any overlapping features; noncoding RNA includes miRNAs, ta-siRNAs, tRNAs, etc.; Misc, miscellaneous regions containing overlap of multiple features. (**B**) *zmp* hyper-DSRs are enriched at the 5′ end of genes. Genes overlapping the DSRs or random loci were binned into 10 segments, and counts of DSRs within each segment were tallied and represented as a fraction of the 100-bp loci. The horizontal line represents the 10% mark. (**C**) Distance of *zmp* hyper-DSR genes to the nearest TE. All genes represent all Araport11-annotated features excluding TEs (*n* = 33,452). Hyper-DSR genes, *n* = 483; randomly sampled genes, *n* = 483. (**D** to **F**) Gene length (D), exon number (E), and expression levels (F) of hyper-DSR genes compared to all genes and randomly selected genes. Statistical significant was determined by the Student’s *t* test (D and F) and Wilcoxon rank sum test (E) and represented by letters. Genotypes with the same letters show no significant differences in pairwise comparisons. (**G**) Distance of *zmp* hyper-DSR genes to the nearest H3K4me3 peaks. All genes, random selected genes, and TEs were also plotted for comparison. The “random” in (C) to (G) represents five sets of randomly selected genes with the same number as hyper-DSR genes. (**H**) Enriched gene ontology terms (FDR, *P* ≤ 0.05) of the *zmp* hyper-DSR genes. BP, biological process; MF, molecular function; CC, cellular compartment. (**I**) HpaNoco2 infection assays showing enhanced susceptibility of *zmp-2* compared to Col-0 and dependence of this effect on *NRPD1*. The comparison was also carried out between *zmp-2* and *zmp-2 nrpd1-3* (inset), and statistical evaluation methods are described in Materials and Methods.

### Exclusion of Pol IV from genes by *ZMP* is crucial for pathogen response

We sought to understand the biological function of *ZMP*’s role in excluding Pol IV from certain genes. The Gene Ontology terms of the hyper-DSR genes implicated their roles in plant defense against pathogens (Fig. 6H and dataset S4). Nucleotide-binding leucine-rich repeat genes (“Resistance” or R genes), defensin genes and those encoding various cell wall degradation proteins were among the hyper-DSR genes (dataset S4; the genome browser view of one example is shown in fig. S10), suggesting that the hyper-DSR genes are involved in plant defense. We examined responses of WT Arabidopsis plants (accession Col-0) and *zmp-2* to the virulent oomycete *Hyaloperonospora arabidopsidis* (*Hpa*) isolate Noco2 (Noco2). Note that Col-0 lacks the R gene *RPP5*, which mediates strong immunity against *Hpa*Noco2 (*36*, *37*). As basal defense mechanisms are intact in Col-0, this accession exhibits an intermediate level of susceptibility against virulent *Hpa* isolates, such as Noco2. The accession Landsberg *erecta* (L*er*), which is completely resistant to *Hpa*Noco2 due to the R gene *RPP5* (*37*, *38*), was used as a control. The *pad4-1* mutant, which is deficient in the basal defense regulator *PHYTOALEXIN DEFICIENT 4* (*PAD4*), was also included as a control. As expected, L*er* and *pad4-1* were more resistant and susceptible, respectively, than Col-0, as measured by the relative numbers of *Hpa*Noco2 spores produced 7 days after infection (Fig. 6I and fig. S11). The *nrpd1-3* mutant was slightly more resistant, with fewer spores than Col-0. The *zmp-2* mutant showed significantly higher numbers of spores compared to Col-0, indicating enhanced susceptibility to *Hpa*Noco2. If the enhanced *Hpa*Noco2 susceptibility of *zmp-2* were caused by increased siRNA levels at the *zmp* hyper-DSRs, then we would expect *nrpd1-3* to rescue this phenotype as the hyper-DSR siRNAs were *NRPD1* dependent (Fig. 3D, left). The *zmp-2 nrpd1-3* double mutant showed greatly reduced susceptibility to *Hpa*Noco 2 as compared to *zmp-2* (Fig. 6I, inset, and fig. S11).

## DISCUSSION

The selection of genomic targets by Pol IV is crucial in determining the genomic landscape of methylation. DNA methylation in the CHG and CHH contexts is almost exclusively associated with repeats and TEs instead of genes. In this study, we show that a PHD-containing protein, ZMP, serves as a specificity factor that recruits Pol IV to, or maintains Pol IV at, a subset of genomic sites and excludes Pol IV from some genes. ZMP was identified as a Pol IV–interacting protein on chromatin. sRNA profiling revealed that *ZMP* is required for Pol IV–dependent siRNA biogenesis at a fraction of Pol IV’s genomic targets, and the *ZMP*-dependent sites are enriched in pericentromeric regions, where Pol IV–dependent siRNA biogenesis requires *CLSY3* and *CLSY4*, but not *CLSY1*, *CLSY2*, or *SHH1*. Consistently, *ZMP* is required for Pol IV’s chromatin occupancy at these sites (Fig. 4D, *zmp* hypo-DSRs). *ZMP* also excludes Pol IV from a subset of genomic sites located on euchromatin [Figs. 2D (*zmp* hyper-DSRs) and 4H (*ZMP*-rep P4BSs)]. *ZMP* appears to protect a subset of genes from RdDM by preventing Pol IV’s occupancy at these genes. Genes protected by *ZMP* tend to be located near TEs, lowly expressed, and with fewer exons, which might be features that render them potential targets of Pol IV. Although these genes are normally lowly expressed, they may be activated by environmental stimuli (such as pathogen infection), and we predict that *ZMP*’s role in preventing Pol IV from targeting these genes might enable plants’ response to stimuli. To our knowledge, no other factors that prevent RdDM from acting on genes are known.

How does *ZMP* aid Pol IV–mediated siRNA biogenesis at some loci and inhibit it at others? We speculate that interactions between ZMP, Pol IV, and the local chromatin environment determine the effects of *ZMP* toward Pol IV. The PHD of ZMP belongs to a class that recognizes H3K4me0, and in vitro assays confirmed its preference for H3K4me0. In vitro, the PHD of ZMP also binds histone H3 tails with H3K4me1, H3K4me2, or H3K4me3 fairly well and tolerates H3K9me2. In vivo, ZMP ChIP peaks are depleted of H3K4me but are abutted by H3K4me. The in vitro and in vivo results together suggest that ZMP can bind to regions with H3K4me but has higher affinity for H3K4me-depleted regions. We noticed that both Pol IV and ZMP, and particularly Pol IV, occupy broader regions than the actual *zmp* hypo-DSRs or hyper-DSRs (Fig. 4, D and E), even when nearby DSRs were merged (fig. S9). We speculate that Pol IV can access the regions flanking these DSRs either with or without *ZMP* and transcribes into these *ZMP*-regulated regions. Given that ZMP has an SWI domain that may remodel nucleosomes and a Plus-3 domain that may associate with single-stranded DNA in the transcription bubble, ZMP perhaps aids Pol IV in transcription elongation. As Pol IV moves into the region with H3K4me0, found at ZMP-binding sites and *ZMP*-dep P4BSs (Fig. 5E), ZMP’s higher affinity for H3K4me0 together with its interaction with Pol IV stabilizes Pol IV’s chromatin association, allowing Pol IV to produce precursors to siRNAs. However, as Pol IV transcribes into the *ZMP*-rep P4BSs, the lower affinity of ZMP for the chromatin features, such as higher levels of H3K4me3 (Fig. 5E), leads to the release of ZMP-Pol IV from chromatin. Consistent with this hypothesis, ZMP ChIP signals are weak at *ZMP*-rep P4BSs and *zmp* hyper-DSRs (Fig. 4, E and G). If this model is true, then ZMP monitors local changes in H3K4 methylation status to specify Pol IV targets. The recognition of regions with H3K4me0 flanked by H3K4me3 allows ZMP to target TEs with potential transcriptional activity (i.e., high H3K4me3 at transcription start sites) in pericentromeric regions as opposed to TEs with no transcriptional activity. Conversely, at euchromatic genes that are lowly expressed and reside next to TEs, the lack of changes in H3K4me3 status in the local chromatin promotes the release of ZMP–Pol IV from chromatin. In the absence of *ZMP*, other factors, such as *SHH1*, allow Pol IV to access *zmp* hyper-DSR genes from nearby TEs.

RdDM is increasingly recognized to play a role in a variety of biological processes in addition to its role in genome stability. Despite loss of siRNA production from thousands of genomic sites, RdDM-defective *Arabidopsis* mutants have few obvious phenotypes. However, in plants with higher TE contents such as maize, tomato, *Brassica rapa*, and rice, mutants in Pol IV show developmental abnormalities (*39*–*43*), reflecting a role of RdDM in the regulation of gene expression, probably through DNA methylation at TEs near gene regulatory regions. Even in *Arabidopsis* with low TE content, Pol IV–dependent siRNAs function in sexual reproduction and responses to environmental stresses (*44*–*49*). While RdDM is increasingly recognized to regulate gene expression, our studies on *ZMP* suggest that mechanisms also exist to keep Pol IV’s activities near genes in check. Genes that *ZMP* protects from Pol IV–mediated RdDM are enriched in those involved in pathogen defense. Consistently, *zmp-2* plants are more susceptible to *Hpa*Noco2. Furthermore, enhanced susceptibility of *zmp-2* proved to be *NRPD1* dependent, suggesting that *ZMP* ensures effective defense against *Hpa*Noco2 by suppressing Pol IV activity.

## MATERIALS AND METHODS

### Plant materials and constructs

#### T-DNA mutants

All plant materials used in this study were in the Col-0 ecotype except for L*er*, which was included in the pathogen assay. Unless otherwise specified, plants were grown in a growth room under long-day conditions (16-hour light/8-hour dark) at 23°C. Newly characterized T-DNA insertion mutant lines include *zmp-1* (SALK_066029) and *zmp-2* (SALK_008955). Previously published mutant lines include *nrpd1-3* (SALK_128428), *shh1-1* (SALK_074540C), and *pad4-1* (*50*, *51*).

#### Plant expression constructs and transgenic lines

Full-length genomic sequences of *NRPD1* and *ZMP* including promoters were amplified by polymerase chain reaction (PCR) from *Arabidopsis thaliana* Col-0 genomic DNA (gDNA) using Phusion polymerase (Thermo Fisher Scientific, F530) and cloned into the entry vector pENTR/D-TOPO (Thermo Fisher Scientific, K240020). The primers are shown in table S2. The “CACC” nucleotides were added to the forward primers to aid the directional cloning into the entry vector. Reverse primers did not include the stop codon to allow epitope-tag fusion. Genes were recombined into pEarleyGate 301 (*52*) to add C-terminal HA epitopes. The same entry construct of *ZMP* was also recombined with pGWB640 (*53*), fusing *ZMP* sequences C-terminally to *YFP* to generate *pZMP::ZMP-YFP*. Constructs were transformed into the corresponding homozygous mutants via the floral dip method (*54*). Lines with a single transgene insertion were identified and bulked up for further studies. The *pNRPD1::NRPD1-3xFLAG* transgenic lines were previously characterized (*17*).

### Phylogenetic analysis of ZMP and its homologs

Protein sequences from representative plant species were downloaded from Phytozome v12 (https://phytozome.jgi.doe.gov). Homologs of ZMP were obtained using HMMsearch (*55*) and aligned by MUSCLE (*55*, *56*). A primary neighbor-joining tree was constructed by MEGA X (*57*) with default parameters to filter out false positives. Domain information of the remaining proteins was obtained from CATH/Gene3D database (www.cathdb.info). Amino acid sequences were aligned again and improved manually, and then a maximum likelihood tree with the SH-aLRT test was calculated by IQ-TREE (*58*) based on the alignment. FigTree v1.4 (http://tree.bio.ed.ac.uk/software/figtree/) was used to visualize this phylogenetic tree.

### sRNA isolation and Northern blotting

Total RNA was extracted from inflorescences by TRI reagent trademark (MRC, TR118) according to the manufacturer’s instructions. For miRNA and ta-siRNA detection, 10 μg of total RNA from each sample was resolved on a 15% urea–polyacrylamide gel electrophoresis (PAGE) gel and transferred to a Hybond NX membrane. For 24-nt siRNA detection, 200 μg of total RNA was subjected to 50% polyethylene glycol precipitation to enrich for sRNAs, which were resolved by gel electrophoresis on a 15% urea-PAGE gel and transferred to a Hybond NX membrane. The RNA was cross-linked to the membrane with *N*-(3-dimethylaminopropyl)-*N*′-ethylcarbodiimide hydrochloride (EDC) (Sigma-Aldrich, E6383) cross-linking buffer [0.16 M EDC and 0.13 M 1-methylimidazole (pH 8.0)] at 65°C for 90 min. Five prime ^32^P-labeled antisense DNA oligonucleotides were used as probes to detect miR166, tasiR255, and U6. Oligonucleotide probes used are listed in table S2. For the detection of *zmp* hypo- and hyper-DSR siRNAs, 300– to 500–base pair (bp) templates corresponding to the siRNA-generating regions were amplified by PCR from gDNA using site-specific primers (table S2). The double-stranded DNA probes were randomly labeled by ^32^P–2′-deoxycytidine 5′-triphosphate with a DecaLabel DNA labeling kit (Thermo Fisher Scientific, K0622). Probes were added to the hybridization buffer [5× SSC, 20 mM Na_2_HPO_4_ (pH 7.2), 7% SDS, 2× Denhardt’s solution:2% Ficoll (type 400), 2% polyvinylpyrrolidone, and 2% bovine serum albumin] and incubated with the membrane at 55°C overnight. After two wash steps (2× SSC and 0.1% SDS at 55°C for 20 min each time) to remove excess probes, signals were detected using a Typhoon phosphorimaging system.

### Co-IP, gel filtration chromatography, and Western blotting

The transgenic plant lines *pNRPD1::NRPD1-HA* and *pZMP::ZMP-YFP* described above were crossed. The resulting F1 plants were used for co-IP and gel filtration assays. *pNRPD1::NRPD1-HA* and *pZMP::ZMP-YFP* plants were also grown under the same conditions and used as controls.

#### Co-IP assay

Approximately 0.5 g of inflorescence was collected from each genotype and ground in liquid nitrogen into a fine powder, which was then resuspended in 2 ml of lysis buffer [50 mM tris (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, and 0.1% NP-40] containing protease cocktail inhibitors (MilliporeSigma, 4693132001). The lysate was cleared by centrifugation at 16,000*g* for 10 min at 4°C. The supernatants were incubated with 5 μl of anti-HA antibody (Sigma-Aldrich, H6908) and 30 μl of Dynabeads Protein A and G (protein A:G ratio is 1:1) (Invitrogen, 10002 and 10004) or with 10 μl of green fluorescent protein (GFP)–Trap (ChromoTek, gtma-20) at 4°C for 2 hours, under slow rotation. The beads were then washed five times for 5 min each with 1 ml of lysis buffer and resuspended in 50 μl of SDS-PAGE loading buffer. Input (15 μl) and bead eluate were used for Western blot analysis.

#### Gel filtration chromatography

One gram of inflorescence collected from F1 plants expressing both *pNRPD1::NRPD1-HA* and *pZMP::ZMP-YFP* was ground to a fine powder and resuspended in phosphate-buffered saline (PBS) buffer. One milliliter of total extracts was filtered through a 0.22 μm of filter and loaded onto a Superdex 200 10/300 GL column (GE Healthcare). Fractions (500 μl) were collected at 0.5 ml/min. To estimate the molecular weight of each fraction, a standard curve was generated using the calibration proteins Ferritin (440 kDa), γ-globulin (160 kDa), bovine serum albumin (67 kDa), and lysozyme (14 kDa). Each fraction was combined with nine volumes of ethanol for protein precipitation, and the precipitate was subsequently resuspended in 100 μl of PBS buffer. Each fraction (20 μl) was used for Western blot analysis.

The co-IP and gel filtration samples were resolved on 10% SDS–PAGE gels. The proteins were then detected by Western blotting using either the HA monoclonal antibody (Roche, 11867423001) at a dilution of 1:2000 or the GFP monoclonal antibody at a dilution of 1:2000. Goat anti-rat immunoglobulin G (IgG) horseradish peroxidase (Invitrogen, 31470) was used at a dilution of 1:5000 as the secondary antibody for the HA primary antibody, and goat anti-mouse IgG horseradish peroxidase (Bio-Rad, 1706516) was used at a dilution of 1:5,000 as the secondary antibody for the GFP primary antibody. All Western blots were developed using the ECL2 Western Blotting Substrate (Pierce, 80196).

### sRNA-seq library preparation, sequencing, and data processing

#### sRNA isolation

Inflorescences from three biological replicates of WT, *zmp-2*, *nrpd1-3*, *pZMP::ZMP-YFP/zmp-2*, *zmp-2 nrpd1-3*, and *zmp-2 shh1-1* were collected and frozen in liquid nitrogen and kept at −80°C until use. Total RNA was extracted as described above and resolved in 15% urea–PAGE gels, from which gel pieces corresponding to the 15- to 40-nt sRNA fraction were excised. The sRNAs were recovered by soaking the gel slices in 0.4 N NaCl, followed by ethanol precipitation. The resulting sRNAs were then used for library preparation with the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, E7300) following the user’s manual. The final library products were resolved on a 12% UREA-PAGE gel, from which the 150-bp band as determined by the pBR322 DNA-MspI Digest ladder (New England Biolabs, E7323AA, provided in New England Biolabs 7300) was excised. The libraries were pooled and sequenced (single-end 50-bp, SE50) on a HiSeq 2500 instrument (Illumina).

#### Data processing and mapping

Raw 50-nt single-end reads were subjected to adapter trimming using a custom Perl script. Trimmed reads (≥18 nt) were aligned to a custom index containing *Arabidopsis* ribosomal RNA (rRNA)/tRNA/small nucleolar RNA regions using Bowtie v1.1.0 (*59*) with the parameters “-v 2 -k 1”, and reads that aligned to the 45*S* rRNA regions were counted. Subsequently, all aligned reads were discarded and the remaining unaligned reads were mapped to the *Arabidopsis* genome (TAIR10) using ShortStack v3.4 (*60*) with parameters (--mismatches 0 --mmap u --bowtie_m 1000 --ranmax 50). Mapped reads were normalized by calculating the RPMR value (reads per million of 45*S* rRNA reads) (*4*). Published sRNA-seq dataset (GSE99694) from (*19*) was downloaded and processed following our pipeline.

#### Differential expression analysis

For DSR analysis, the genome was first divided into 100-bp nonoverlapping windows, and total count of sRNA reads within each window was obtained. Reads were assigned to only one window based on the 5′ end to reduce overcounting of reads spanning multiple windows. Counts within each window were normalized by calculating the RPMR value (*4*). Differential analysis was performed in R using the edgeR package (*61*) with a fold change of 2 and a false discovery rate (FDR) ≤ 0.05 as the cutoff criteria. Gene ontology analysis of hyper-DSR genes was carried out using AgriGO v2 (*62*) with default settings.

#### Visualization

sRNA tracks were generated using bedtools v2.26.0 (*63*) and custom Perl scripts and visualized in the Integrative Genomics Viewer (IGV) version 2.8.2 (*64*). Distribution of genes, TEs, and DSRs along the chromosomes was generated in R using karyoploteR v1.16.0 (*65*). Heatmaps of 24-nt sRNA abundance (Fig. 3D and fig. S8) were visualized using the deepTools2 suite v.3.4.0 (*66*). bigWig files containing sRNA abundance in *zmp* and WT were compared using the “bigwigCompare” tool to generate bigWig files for visualization in IGV with parameter “--skipZeroOverZero.” A data matrix was generated using the bigWig files and the “computeMatrix” tool with parameters “scale-regions -b 1000 -a 1000 --skipZeros --binSize 50.” Last, the “plotHeatmap” tool was used to visualize the dataset.

### mRNA-seq library construction, sequencing, and data processing

#### RNA isolation and mRNA-seq library construction

Inflorescence collection and total RNA isolation were as described above. Total RNA from each genotype was used to generate mRNA-seq libraries using the NEBNext Ultra RNA Library Prep Kit (New England Biolabs, E7530). All size selection and clean-up steps were performed using AMPure XP **(**Beckman Coulter, A63881). The resulting libraries were pooled and sequenced (paired-end 150 bp) on a HiSeq 2500 instrument (Illumina).

#### mRNA-seq data processing and analysis

Raw 150-nt paired-end reads were trimmed using Trim Galore (*67*) with parameters “--paired --fastqc --trimn” and mapped to the Arabidopsis genome (TAIR10) with the Araport11 gff annotations (*68*) using the STAR aligner v.2.5.3a (*69*) with the parameter “--quantMode GeneCounts.” mRNA tracks were generated using bedtools v2.26.0 (*63*) and custom Perl scripts and visualized in the IGV version 2.8.2 (*64*).

### MethylC sequencing library construction, sequencing and data processing

#### DNA isolation

Twelve-day-old seedlings were collected from WT, *zmp-2*, and *nrpd1-3* lines with two biological replicates per genotype. gDNA from these lines was isolated using the DNeasy Plant Mini Kit (QIAGEN, 69104).

#### MethylC sequencing library

Purified gDNA (5.0 μg) was used to generate MethylC sequencing (MethylC-seq) libraries as described by Lister *et al.* (2008) (*70*) with minor modifications. Briefly, gDNA was fragmented to approximately 200 bp by sonication with a Covaris sonicator according to manufacturer’s instructions (Covaris, S220) and then subjected to end repair and ligation of methylated adapters provided by Illumina (Illumina, FC-121-2001) per the manufacturer’s instructions for gDNA library construction. Adapter-ligated gDNA (100 to 200 ng) was subjected to sodium bisulfite treatment using a MethylCode bisulfite conversion kit (Thermo Fisher Scientific, MECOV50). Converted and adapter-ligated DNA fragments were enriched by 12 cycles of PCR with the following reaction composition (50-μl volume): 2.5 U of uracil-insensitive PfuTurboCx Hotstart DNA polymerase (Thermo Fisher Scientific, AM2694), 5 μl of 10× PfuTurbo reaction buffer, 25 μM deoxynucleoside triphosphates, and 3 μl of PCR primer cocktail (Illumina, FC-121-2001). The thermocyling was as follows: 95°C for 2 min, 98°C for 30 s, then 12 cycles of 98°C for 10 s, 65°C for 30 s, and 72°C for 4 min, and completed with one 72°C for 10-min step. The library was purified with a PCR purification kit (Invitrogen, K310001) and quantified on a Bioanalyzer Instrument (Agilent). The resulting libraries were pooled and sequenced (paired-end 150 bp; PE150) on a HiSeq 2500 instrument.

#### MethylC-seq data processing and analysis

Raw 150-nt paired-end reads were trimmed using Trim Galore (*67*) with parameters “--paired --fastqc --trim1.” Trimmed reads alignment, deduplication, and methylation calling were processed using bismark v0.17.0 (*71*). Methylation calls were generated using the “bismark_methylation_extractor” function with the following parameters “--ignore 5 --ignore_r2 6 --ignore_3prime 2 --ignore_3prime_r2 3 --no_overlap --comprehensive --cytosine_report –CX.” The “ignore” parameters were used to remove unwanted biases from the read ends. Output from the “CX_report” file was used to generate methylation perC tracks for each DNA context (i.e., CG, CHG, and CHH) using a custom Perl script and converted to bigWig format using “wigToBigWig” from the UCSC Genome Browser and Blat software (http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/). Tracks were loaded into the IGV version 2.8.2 (*64*) for visualization. Metagene plots were generated using SeqPlots v3.0.12 (*72*) with 50-bp bins.

### ChIP, ChIP-MS, and ChIP-seq DNA Affinity purification, DAP library preparation, sequencing, and data processing

#### Chromatin immunoprecipitation

An HA-tagged Pol IV line, *pNRPD1::NRPD1-HA*, in Col-0, and the *zmp-2* mutant background, as well as a *pZMP::ZMP-HA* line in Col-0, were used for ChIP-seq. ChIP was performed as described (*73*) with minor modifications. For each genotype, 2.0 g of inflorescences were collected, ground to a fine powder in liquid nitrogen, and cross-linked with 1% formaldehyde (Sigma-Aldrich, F8775) for 20 min at room temperature with slow rotation. The chromatin was then fragmented to 300 bp by sonication, and the lysate was incubated with anti-HA polyclonal antibody (Sigma-Aldrich, H6908) at 4°C overnight. Subsequently, Dynabeads Protein A and Protein G were added followed by incubation for an additional 2 hours at 4°C. The beads were washed five times for 5 min each at 4°C and eluted twice by incubation in elution buffer (1% SDS and 0.1 M NaHCO_3_) at 65°C under rotation for 15 min each time. The cross-linking was reversed by incubation at 65°C overnight, and the DNA was purified using a phenol:chloroform:isoamyl alcohol kit (Thermo Fisher Scientific, 17908). ChIP-seq libraries were prepared from the resulting DNA using the NEBNext Ultra II DNA Library Prep Kit (New England Biolabs, 7645) and sequenced (paired-end 150 bp; PE150) on a HiSeq 2500 instrument (Illumina). For H3K4me3 ChIP-seq, WT inflorescences were collected and subjected to the same procedure above except that anti-H3K4me3 antibody (Abcam, ab8580) was used.

#### ChIP-seq data processing and mapping

Raw 150-nt paired-end reads from ChIP-seq datasets (i.e., NRPD1-HA, ZMP-HA, and H3K4me3) were first trimmed using Trim Galore v0.4.3 (*67*) with parameters “--paired --fastqc –trimn.” Remaining high-quality trimmed reads were aligned to the Arabidopsis reference genome (TAIR10) using bowtie2 v2.2.9 (*74*).

#### Peak calling and differential peak analysis

For all ChIP-seq datasets, peak calling was carried out using MACS v2.2.6 (*75*) with parameters “-BAMPE -g 1.19e8 --keep-dup auto –bdg,” and input was used as the control. For NRPD1-HA ChIP (Col-0, *NRPD1-HA*, *zmp-2 NRPD1-HA*) and ZMP-HA ChIP (Col-0 and *ZMP-HA*) with two biological replicates per genotype, we identified high confident peaks from the replicates using the Irreproducibility Discovery Rate framework v2.04.2 (*76*) with default parameters. For NRPD1-HA ChIP, differentially enriched peaks (i.e., ZMP-dep and *ZMP*-rep P4BSs) between NRPD1-HA and *zmp-2* NRPD1-HA lines were determined using DiffBind v3.0.7 (*77*) with default parameters. Overlap of peak calls between NRPD1-HA and ZMP-HA samples was determined using bedtools v2.26.0 (*63*).

#### Peak visualization and analysis

NRPD1-HA, ZMP-HA, and H3K4me3 enrichment over P4BSs and 24-nt siRNA-enriched and siRNA-depleted regions (DSRs) were visualized using the deepTools2 suite v3.4.0 (*66*). For H3K4me3 ChIP, genes were derived from the Araport11 annotations (*68*). Sorted bam files (input and IP) from the bowtie2 output were compared using the “bamCompare” tool to generate bigWig files for visualization in IGV with parameter “--ignoreDuplicates.” A data matrix was generated using the bigWig files and the “computeMatrix” tool with parameters “scale-regions -b 1000 -a 1000 --skipZeros”. Last, the “plotHeatmap” tool was used to visualize the dataset. Public H3 datasets were downloaded and processed following the workflow described earlier. Accessions of public histone H3 datasets used include DRP003416 (*34*) [DRR072861 (H3), DRR072863 (H3K4me1), DRR072863 (H3K4me2), DRR072864 (H3K4me3), and DRR072865 (H3K9me2)].

#### Chromatin immunoprecipitation coupled with mass spectrometry

ChIP-MS was performed with inflorescences from WT (Col-0), *pNRPD1::NRPD1-3xFLAG*, and *pNRPD1::NRPD1-3xHA* following the procedure described in the published protocol (*21*). Anti-FLAG M2 magnetic beads (Sigma-Aldrich, M8823) and HA antibody (Sigma-Aldrich, H6908) coupled with Dynabeads Protein A and G (Protein A:G ratio is 1:1) (Invitrogen, 10002 and 10004) were used in this assay to pull down the NRPD1 protein complex.

### *Escherichia coli* recombinant protein expression, plasmid construction, and in vitro histone binding assay

#### Construction of protein expression plasmids

DNA fragments representing the ZMP PHD domain (PHDZMP, amino acids 1 to 150) or the PHD-deleted ZMP protein (ZMP-ΔPHD, amino acids 151 to 602) were cloned into a modified pET-21a vector with a 5′-end SUMO tag. These constructs, His-SUMO-PHDZMP and His-SUMO-ZMP-ΔPHD, were transformed into *E. coli* BL-21. Individual colonies were inoculated in kanamycin-containing LB medium at 37°C. Induction was performed with 0.2 mM isopropyl-β-d-thiogalactopyranoside when the bacterial optical density reached 0.6 (Sigma-Aldrich, I6758) and the cells were further grown at 18°C for 16 hours. Recombinant proteins were further purified with Ni–nitrilotriacetic acid resin (Thermo Fisher Scientific, 88222) following the manufacturer’s instructions.

#### In vitro binding assay

For histone peptide binding, 1 μg of biotinylated histone peptides was incubated with 15 μl of Dynabeads MyOne Streptavidin T1 (Invitrogen, 65601) in binding/washing buffer (50 mM tris-HCl 7.5, 300 mM NaCl, 0.5% NP-40, and 1 mM phenylmethylsulfonyl fluoride + protease inhibitors) at 25°C for 1 hour with shaking at 1100 rpm. After washing away the nonmobilized histone peptides, 1 μg of recombinant proteins (His-SUMO-PHDZMP or His-SUMO-ZMP-ΔPHD) in binding/washing buffer was added and incubated for 2 hours at 4°C with rotation. The beads were washed five times with binding/washing buffer, and the bound proteins were denatured and eluted by heating the beads at 95°C for 5 min. The proteins were subsequently resolved in 12.5% SDS-PAGE gels and analyzed by Western blotting with 6× His antibody (MilliporeSigma, 05-949) used at 1:5000 dilution.

### *Hpa*Noco2 infection assays

Infection of plants with *Hpa* isolate Noco2 was performed as described (*78*). Briefly, 2-week-old *Arabidopsis* seedlings were spray-inoculated with a suspension of *Hpa*Noco2 spores (~2 to 3 × 10^4^ spores/ml) using Preval sprayers (Preval, Coal City, IL, USA). Seven days after inoculation, plants were scored by counting spores per 20 seedlings using a hemocytometer. Spore counts were recorded from two to four biological replicates per genotype, with two or three technical repeats per replicate for each biological replicate. The *pad4-1* mutant and L*er* served as the susceptible and resistant controls, respectively. Statistical significance was determined by the one-sample Student’s *t* test with H_0_ (mu = 1) and Ha (mu ≠ 1). ns indicates not significant; *P* values for comparisons against the Col-0 control are indicated next to each genotype. For the inset of Fig. 6I, *P* value was calculated between the *zmp-2* and *zmp-2 nrpd1-3* genotypes. All statistical tests were adjusted for multiple comparisons using the Holm correction in R.

### Accession numbers

The high-throughput sequencing data generated in this paper have been deposited in the Gene Expression Omnibus database (GSE 171934).

# Supplementary material for: ZMP recruits and excludes Pol IV–mediated DNA methylation in a site-specific manner
**Source:** Sci Adv. 2022 Nov 25;8(47):eadc9454. doi: 10.1126/sciadv.adc9454
**Supplement:** Supplementary file 1 — Figs. S1 to S11

Supplementary Materials for  
**ZMP recruits and excludes Pol IV–mediated DNA methylation in a  
site-specific manner**

Yuan Wang *et al.*

*Sci. Adv.* **8**, eadc9454 (2022)  
DOI: 10.1126/sciadv.adc9454

**The PDF file includes:**

Figs. S1 to S11  
Legends for tables S1 and S2  
Legends for datasets S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 and S2  
Datasets S1 to S4

Fig. S1. A phylogenetic tree of ZMP-like proteins in plants

A

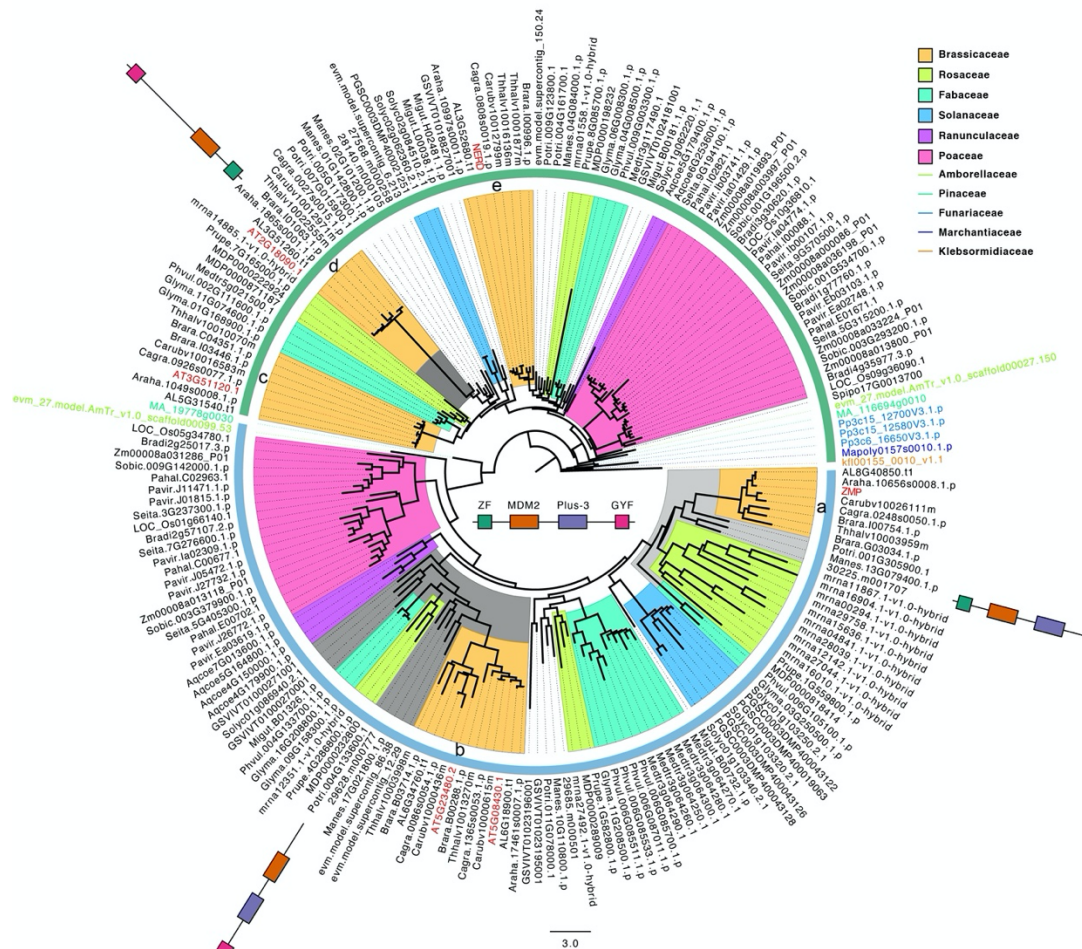

B

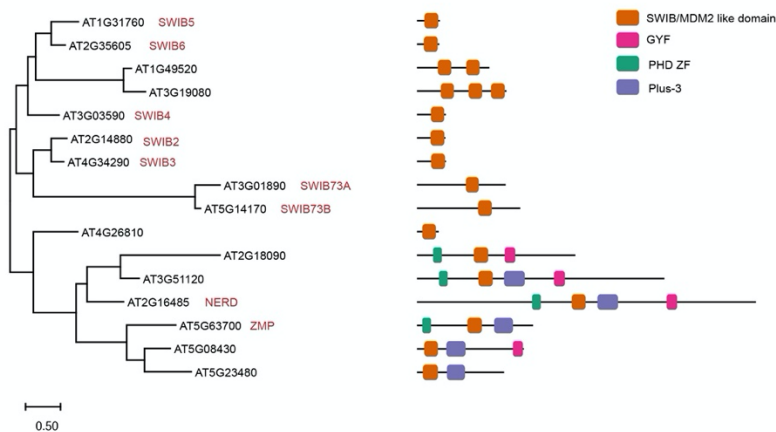

A. A maximum likelihood (ML) tree for ZMP-like proteins in representative land plants is shown in a radial format. ZMP and its Arabidopsis paralogs are highlighted in red. A simplified ancestral protein structure with representative domains of this gene family is shown in the middle. ZF, Zinc finger PHD domain; MDM2, SWIB/MDM domain; Plus-3,

Plus-3 domain; and GYF, GYF domain, which is a proline-rich domain containing a 17-aa motif (GPY[orF]xxxxM[orV]xxWxxx GYF), are shown as green, orange, purple and magenta boxes, respectively. Clades with exceptional protein structures, which are shown beside the sequence accessions, are highlighted by the grey background. Color codes for representative families of angiosperms and basal plants such as Amborella and common liverwort are shown at the top right corner. The latest common ancestor of ZMP and paralogs in multicellular plants, which contains protein domains zinc finger, MDM2/SWIB, Plus-3 and GYF, diverged into two major groups in seed plants (denoted by the green and blue bars). There would be 6 Brassicaceae clades after the  $\gamma$  whole-genome duplication in eudicots. But one copy was lost, resulting in five paralogous groups, indicated with lowercase letters (a through e). During evolution, the gene structure evolved, and some ancestral genes lost certain domains. For instance, the ancestor of ZMP in the latest common ancestor of rosids lost the GYF domain, and the ancestor of AT5G23480 and AT5G08430 in the latest common ancestor of core eudicots lost the zinc finger domain. More recently, the ancestor of AT2G18090 in the latest common ancestor of crucifers lost the Plus-3 domain.

- B. A maximum likelihood (ML) tree and protein domain annotation for ZMP-like proteins and SWIB/MDM2 domain-containing proteins in *Arabidopsis thaliana*.

**Fig. S2. Scatter plots showing the reproducibility of small RNA-seq among the three biological replicates in four genotypes as indicated**

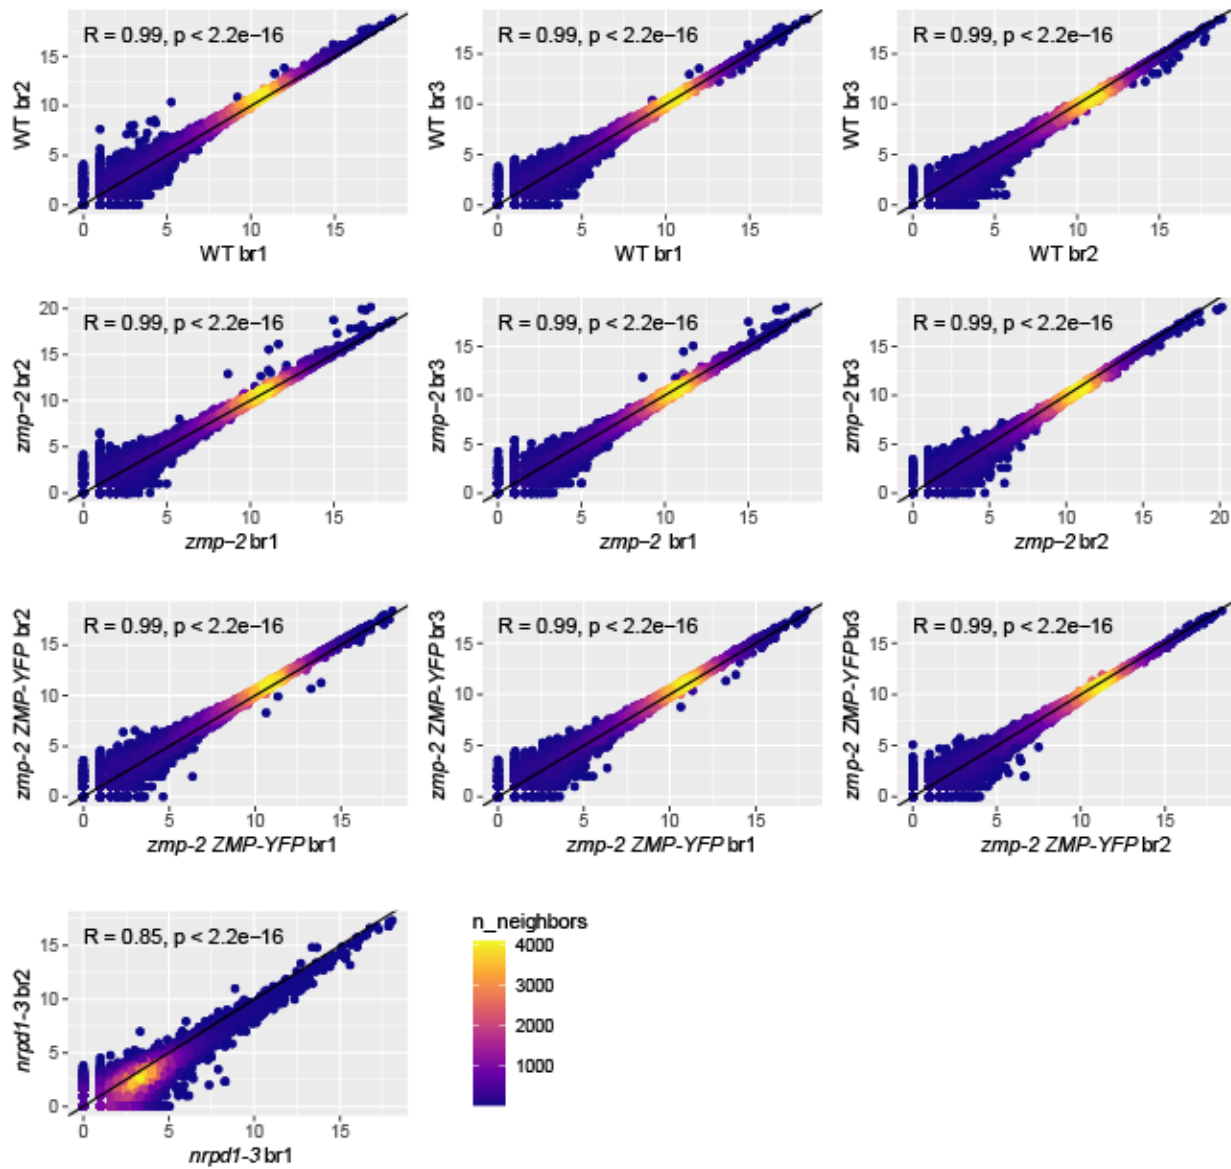

The genome was divided into 5kb bins and total small RNA counts were tallied for each bin. Scatter density plots were generated with bin density indicated by the heatmap. Pearson correlation coefficient  $R$  and  $p$ -value were calculated in R using the `stat cor` package. br, biological replicate.

**Fig. S3. The *zmp* mutation does not affect global small RNA abundance**

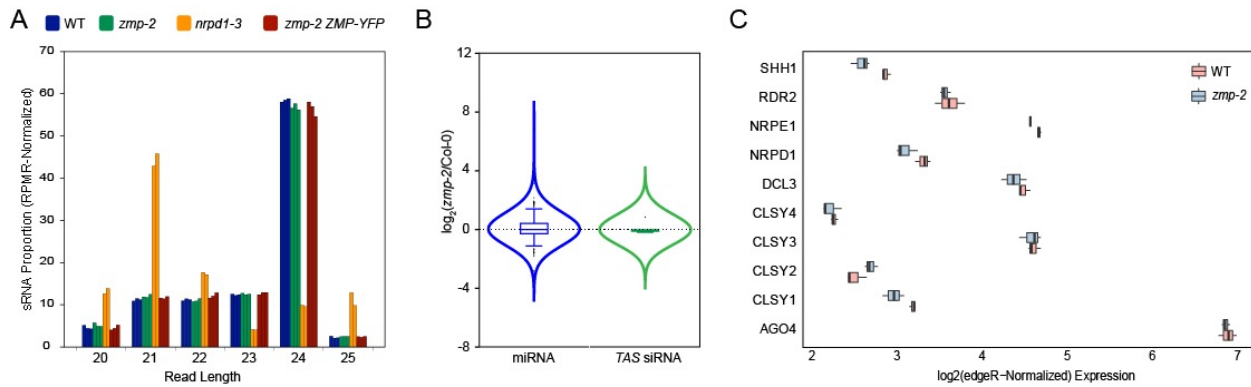

A. Relative proportions of small RNAs in each size category (from 20-25nt) in total small RNAs from four genotypes as indicated.

B. Total miRNA and ta-siRNA levels are not affected in the *zmp-2* mutant. MicroRNA and ta-siRNA abundance is represented as  $\log_2$  ratios of mutant to wild type. The ta-siRNAs were those from *TAS1A*, *1B*, and *1C*, *TAS2*, *TAS3*, and *TAS4* loci.

C. Gene expression level of major RdDM components were largely unaffected in *zmp-2* mutant.

**Fig. S4. Scatter plots showing the reproducibility of MethylC-seq among the biological repeats in three genotypes as indicated**

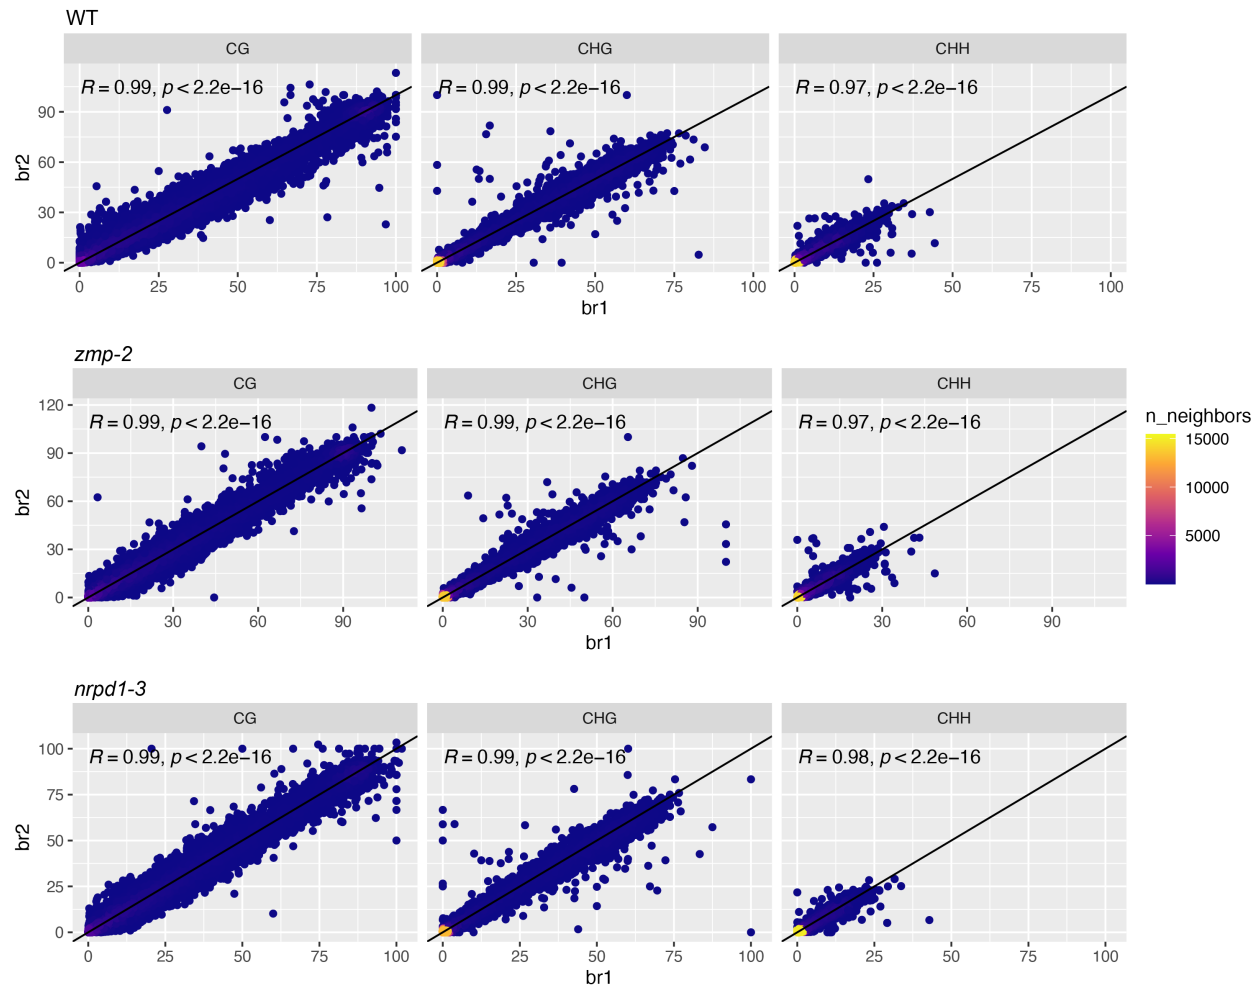

The genome was divided into 10 kb bins and the methylation level in each bin was calculated for each sequence context (CG, CHG, CHH where H = A, T, or C). Methylation level was calculated as  $[C/(C+T)] \times 100$  where C and T represent the counts of methylated and unmethylated cytosines, respectively. Scatter density plots were generated with bin density as indicated by the heatmap. Pearson correlation coefficient *R* and *p*-value were calculated in R using the *stat cor* package. *br*, biological replicate.

**Fig S5. DNA methylation profiles at TE and gene regions**

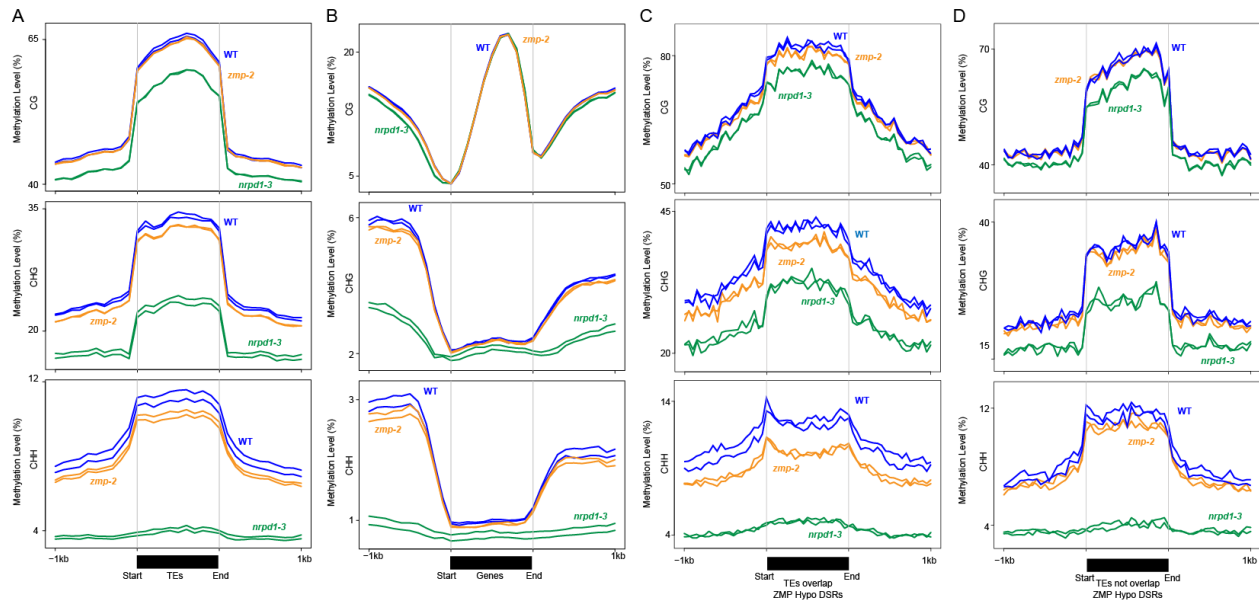

DNA methylation profiles at TE (A), gene (B) regions and a subset of TEs overlapping (C) or not overlapping (D) with ZMP hypo DSR loci in WT, *zmp-2*, and *nrpd1-3*, in the CG (top row), CHG (middle row) and CHH (bottom row) sequence context. TEs not overlapping with the ZMP hypo DSR loci were randomly selected to match the TE number in (C). Both biological replicates were plotted for each genotype (indicated by lines of the same color). H= A, T, or C. Genes and TEs were based on Araport11 annotations. Metagene plots were generated using SeqPlots v3.0.12 (70) with 50 bp bins.

**Fig. S6. ZMP binding sites, ZMP-dependent and ZMP-repressed Pol IV binding sites are not significantly overlapped with SHH1-dependent Pol IV binding sites**

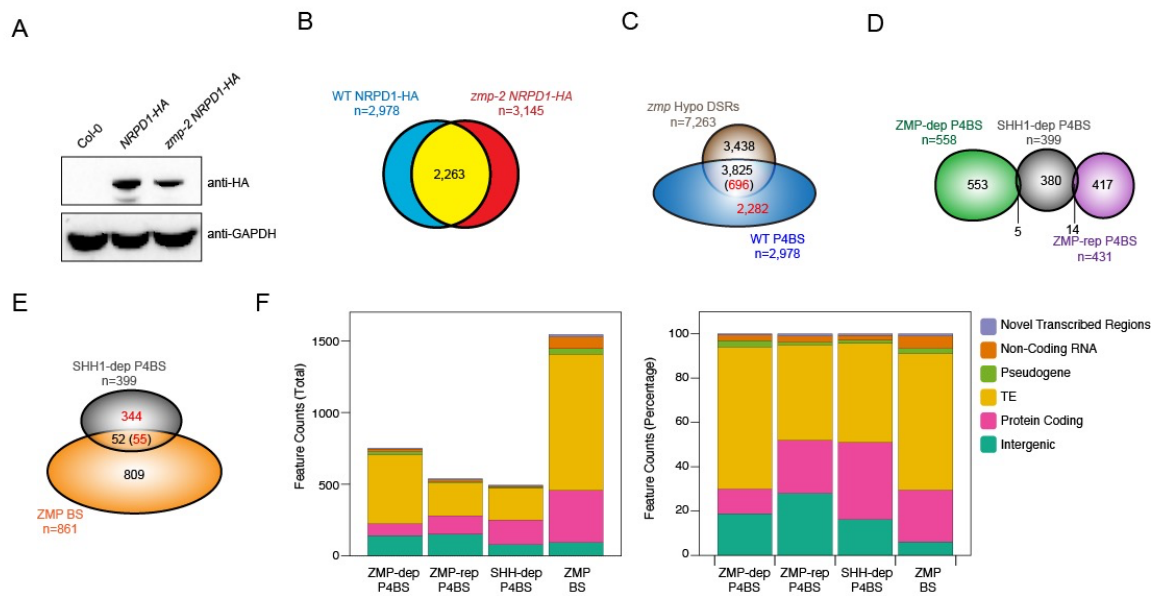

A. Immunoblot detecting the NRPD1-HA protein in WT (Col-0), *NRPD1-HA* and *NRPD1-HA zmp-2* backgrounds. GAPDH was an internal control.

B. Overlap of Pol IV binding sites (P4BS) in NRPD1-HA and *zmp-2* NRPD1-HA ChIP-seq datasets.

C. Overlap of *zmp* hypo DSRs and P4BS in WT. In the overlapping region, since the numbers of DSRs and Pol IV binding sites are different, the black and red numbers denote the number of DSRs and Pol IV binding sites, respectively.

D. Overlap analysis showing the relationship among ZMP-dependent, SHH1-dependent, and ZMP-repressed P4BS. “n” represents the number of each defined Pol IV binding regions. SHH1-dependent P4BS were obtained from Law et al. 2013(16).

E. Overlap of ZMP binding sites (ZMP BS) and SHH1-dependent P4BS. The numbers in red and black denote the number of SHH1-dependent P4BS and ZMP binding sites, respectively.

F. Total counts (top) and percentages (bottom) of the annotated genomic features associated with the ZMP BS and defined P4BS. These regions were determined based on Araport11 annotations. Intergenic, regions that do not overlap any defined features. Note: A binding site can overlap with

multiple features and all features were included in this plot. Therefore, the total feature counts are greater than the number of binding sites.

**Fig. S7. Reproducibility of the ChIP-seq datasets**

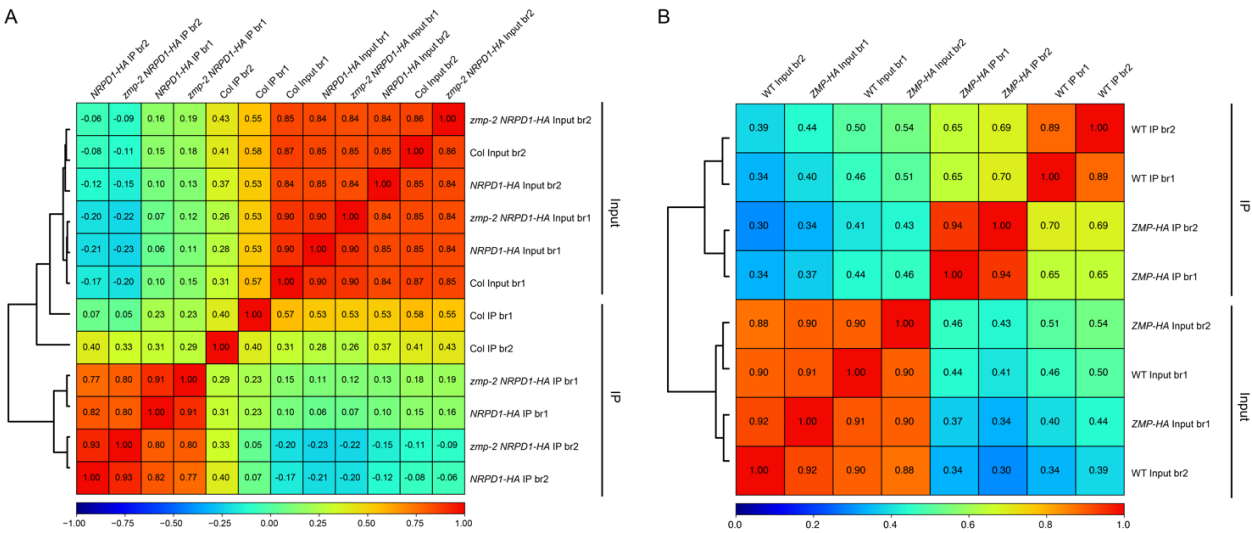

Heatmaps with Spearman correlation coefficients represented by numbers within each box for the NRDP1-HA ChIP-seq (A) and ZMP-HA ChIP-seq (B) datasets. The genome was divided into 5 kb bins and counts per bin were tallied. Bin counts and heatmaps were generated using the DeepTools analysis suite (66). The heatmaps show high reproducibility of the biological replicates (br) and good separation of the input and immunoprecipitated (IP) samples.

**Fig. S8. Relative abundance of 24-nt siRNAs at ZMP-dep and ZMP-rep P4BS**

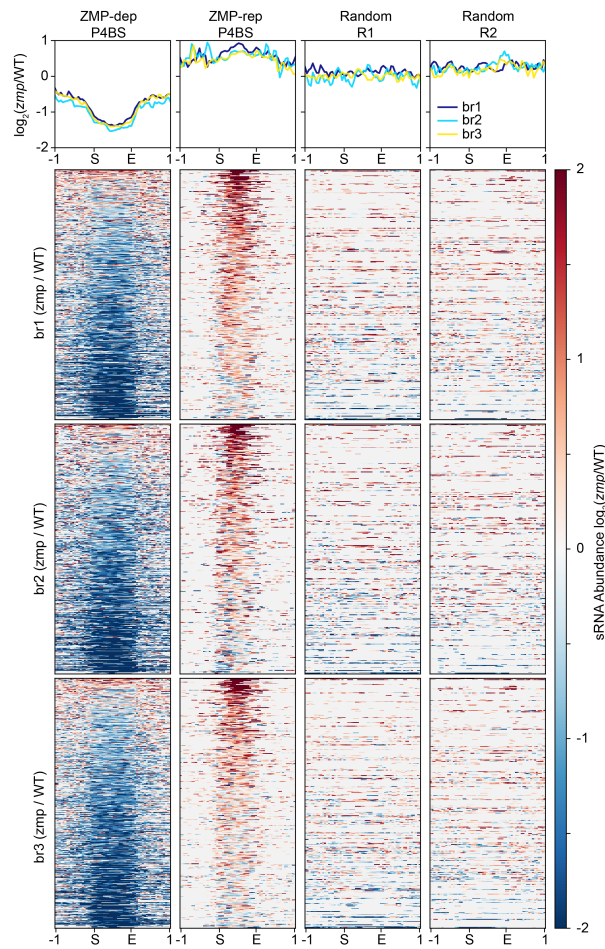

Heatmaps and profile plots for each biological replicate show signals ( $\log_2$  ratios of *zmp-2*/WT in abundance of 24-nt siRNAs in 50bp bins) at the start (S) and end (E) of the indicated regions plus 1kb upstream (-1) and downstream (1). Random sites (R1 and R2) as negative controls were generated at similar size and numbers as ZMP-dep and ZMP-rep P4BS. Three replicates of WT and *zmp-2* sRNA-seq data were plotted.

**Fig. S9. NRPD1-HA and ZMP-HA ChIP-seq signals at DSR loci**

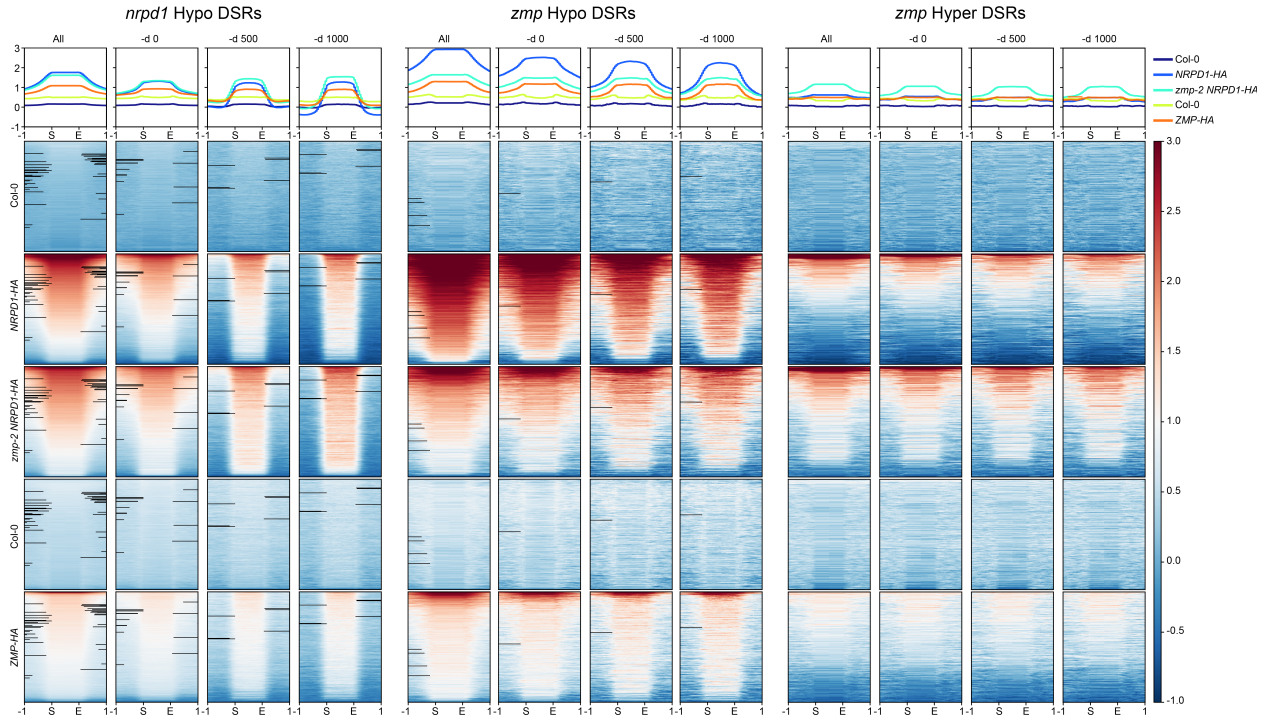

100-bp DSR regions were merged using the bedtools ‘merge’ function (63) with varying -d values indicating distance between two regions required for merging. -d 0, 500, 1000 represent merging of DSRs that are 0, 500, and 1000 bp apart, respectively. “All” represents all 100-bp windows without merging. Heatmaps and abundance profile were generated for all and merged DSR regions using the deepTools package(66). Plots were generated to include the start (S) and end (E) positions of each region extending 1kb upstream (-1) and downstream (1) from the start and end positions, respectively.

**Fig. S10. Genome browser views showing 24-nt siRNAs are ectopically expressed in the *zmp-2* mutant at protein-coding genes.**

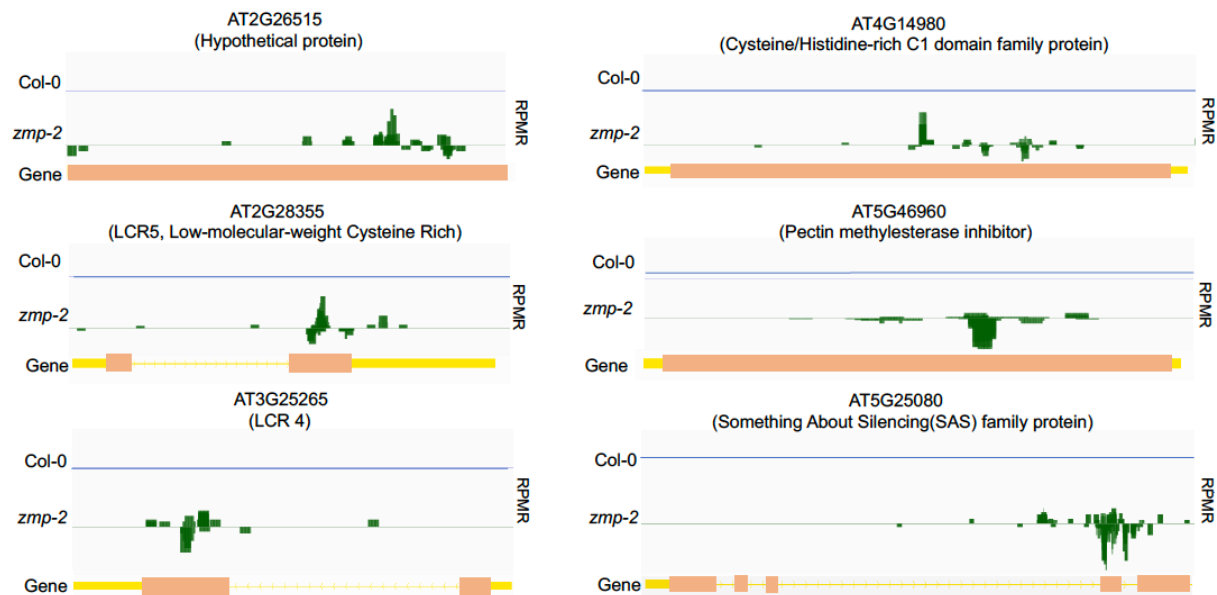

Exons of the genes are depicted by orange boxes. Scales for the siRNA tracks are from -100 to 100.

**Fig. S11. *HpaNoco2* infection assays showing enhanced susceptibility of *zmp-2* compared to Col-0, and dependence of this effect on *NRPD1***

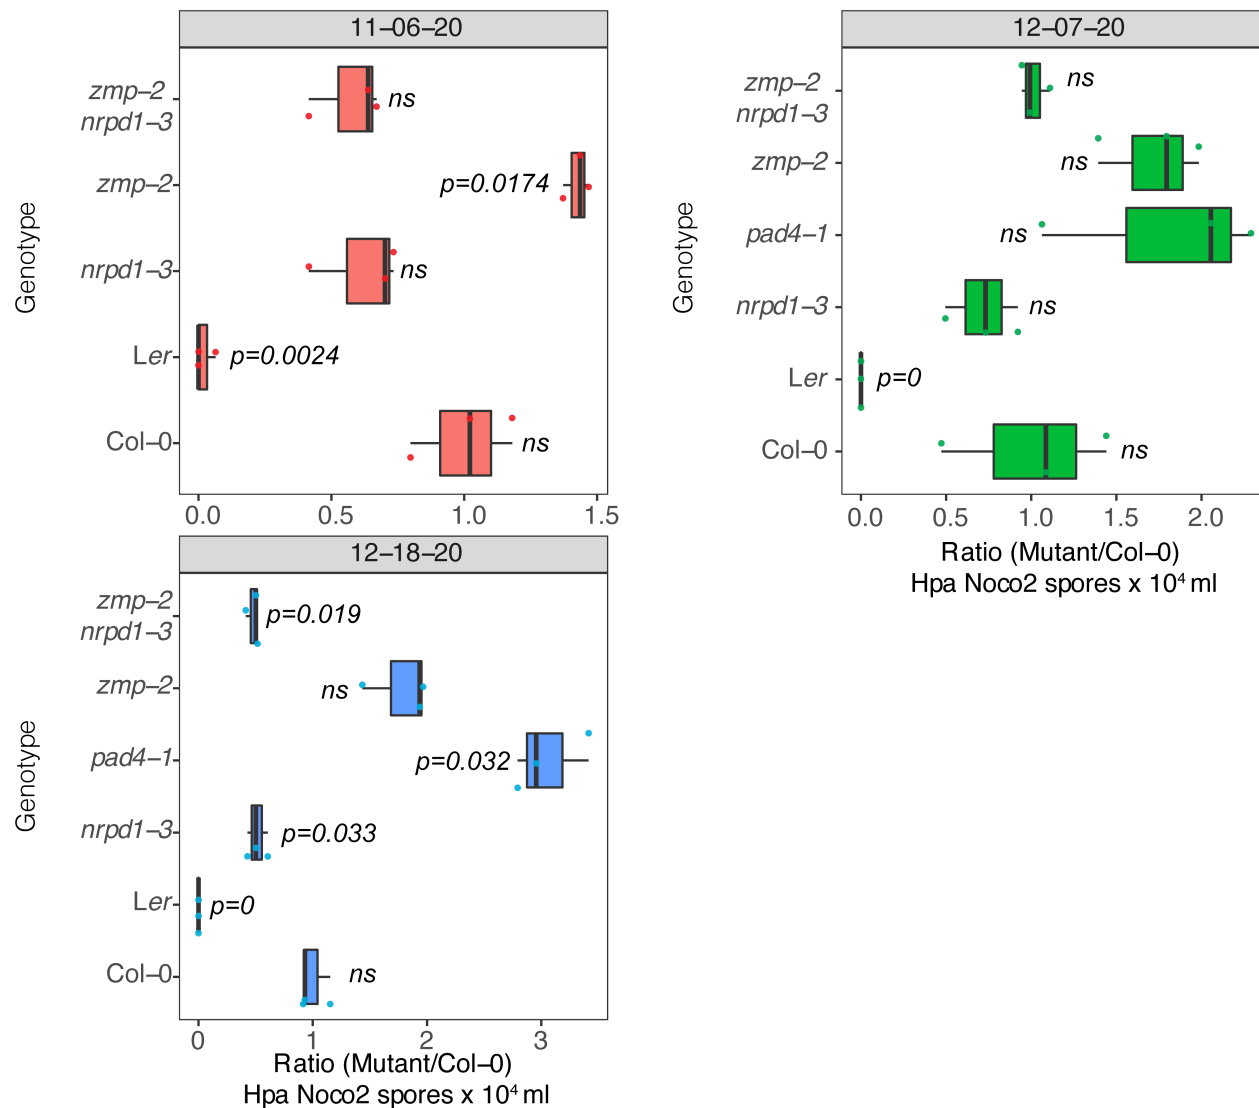

Three independent *HpaNoco2* infection assays (A-C) showing enhanced susceptibility of *zmp-2* compared to Col-0. The dates of experiments being performed were labelled at the corner of each plot. The *pad4-1* mutant and *Ler* served as the susceptible and resistant controls, respectively. The experiment on 11-06-20 did not include the *pad4-1* genotype. The data in each plot represent three technical replicates. Statistical significance was determined by a one-way ANOVA with a post-hoc Tukey HSD test in R. Significant p values ( $p < 0.05$ ) are indicated for pairwise comparisons against Col-0. ns, not significant.

**Table S1. List of proteins identified by ChIP-MS (Separate file).**

**Table S2. Primers and Probes (Separate file).**

**Dataset S1. Resource Accessions (Separate file).**

**Dataset S2. DSRs (Separate file).**

**Dataset S3. ChIP-seq Peaks (Separate file).**

**Dataset S4. Hyper DSR Genes (Separate file).**

How the deposited data were processed for this re-analysis (not part of the article)

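The values analysed are mRNA-seq counts per gene from 9 libraries, 3 biological replicates each of WT (Col-0), *zmp-1* and *zmp-2*. According to the sample labels, the libraries are from seedlings at an age of 12 days, while the methods name inflorescences. The authors trimmed the paired-end reads with Trim Galore, aligned them with STAR to TAIR10 with the Araport11 annotation, and deposited STAR's count of uniquely mapped read pairs per gene, without normalization. The text does not say which strand of the annotation was counted. The other assays of the paper were not analysed here.

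The deposited counts cover 37336 genes, of which 133 are chloroplast genes, 152 are mitochondrial genes and 37051 are nuclear genes found by locus tag in the reference annotation (TAIR10.1). Of the 483 hyper-DSR genes of dataset S4, 475 have the same start and end in this reference, and all lie within 1 bp of it. The reference marks TE genes no further than as untranscribed pseudogenes, so this class of 3903 genes stood in for them, and it was left out of the comparison of transcript levels. The 12 hyper-DSR genes that are absent from the counts, listed there as 8 transcribed regions and 4 miRNA genes, were left out. So were 2 entries of table S1 whose gene identifier is incomplete.

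Library totals were between 5815211 and 25182435 counts. A level of 3 counts, taken as the floor, corresponds to 0.119 RPM in the deepest library and 0.516 RPM in the shallowest. Levels are given in RPM, the count divided by the library total and multiplied by 1000000, or as log2(RPM + 1). TMM-scaled RPM, which uses the library size multiplied by edgeR's TMM factor, served for comparing single genes across libraries.

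Changes between genotypes were tested in R 4.3.3 with edgeR 4.0.16. Counts were filtered with filterByExpr by genotype, which left 18109 genes, and scaled with TMM. A quasi-likelihood model with 1 coefficient per genotype was fitted to all 9 libraries, so that all groups share an estimate of the spread (common dispersion 0.0547, prior degrees of freedom 5.6, residual degrees of freedom 6). Each of the mutants was compared with WT, and *zmp-2* with *zmp-1*, in two-sided tests. Genes were called changed at a Benjamini-Hochberg adjusted p-value of at most 0.05 over all genes tested. For *ZMP* itself the adjustment covered the 3 comparisons, and exact permutation tests of the RPM values were added. Gene sets were tested with camera from limma 3.58.1, with the correlation between genes estimated, and with fry. Transcript levels of the hyper-DSR genes were compared with 10000 random lists of the same size, drawn with a fixed seed. Genes with a near-identical copy were found with blastn 2.17.0, at 95% identity over at least 50% of the gene.

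Genes are named in the text by a rule: *ZMP*, the genes of fig. S3C, the genes of table S1 needed to state a range, the genes of fig. S1B with at least 2 of the 3 domains, the genes named in Fig. 2C, Fig. 4K and fig. S10, and at most 5 genes in each direction with the largest change in *zmp-2*. The last group was limited to genes with an adjusted p-value of at most 0.05, the same sign in both mutants, and all mutant libraries on one side of all WT libraries. Genes named outside this rule are marked in the text as chosen after their values were seen.

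Alternatives were DESeq2 1.42.0 (Wald test with its own size factors, without independent filtering), upper-quartile normalization, library size without a TMM factor, no filter on low counts, at least 10 counts in every library, the share of multi-mapped reads from dataset S1 as a covariate, exclusion of chloroplast and mitochondrial genes, separate fits of the 6 libraries compared, omission of each library in turn, an adjusted p-value of at most 0.01, and a fold change of at least 2. A further alternative added the replicate number as a factor, where the pairing comes from the numbers in the sample labels alone. For the transcript levels they were a pseudocount of 0.1, other scalings, other libraries and other gene classes. To see how often other groupings of the libraries give results as large, the labels of libraries with the same replicate number were exchanged and the model was refitted.

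The procedure was tested on simulated data for 18109 genes, of which 200 were given a change. The edgeR test called 125 genes, 117 of them truly changed, so that 6.4% of the calls were false. It called 86.6% of the genes given a 4-fold change and 33% of those given a 2-fold change, and 0 genes in a group given no change. A set of 50 genes raised together had a camera p-value of 1.02e-06, and the level test returned a difference of −1.01 for a list lowered by 1.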

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

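The test of a copy number change, the splits that keep same-numbered libraries together, and the use of the fits without chloroplast and mitochondrial genes and with the replicate number as a block to weigh the called genes were chosen only after the result was seen, while those fits themselves had been set as alternatives before it.

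The paper reports transcript levels of *ZMP*, of a list of RdDM genes and, from libraries it does not name, of hyper-DSR genes. It gives no list of genes changed across the genome in the mutants, so changes elsewhere are a signal in data it did not analyse. In *zmp-2*, 32 of the 18109 genes tested by edgeR were past an adjusted p-value of 0.05 against WT, 16 higher and 16 lower. Of these, 31 are genes other than *ZMP*. At an unadjusted p-value under 0.05 there were 2196 genes, where 905.4 would be expected by chance. Among the genes that the naming rule selects, AT1G64795 was at least 17.4-fold higher than WT, where its libraries had no more than 2 counts each. The log2 fold changes of AT5G35935, AT1G75945, *CYP706A6* and AT1G60590 were 3.75, 2.63, 1.94 and 1.89, with adjusted p-values of 0.0274, 0.0355, 0.0101 and 0.0101. Lower than WT were AT5G24240 (−3.91, adjusted p-value 0.0274), *HSP101* (−2.82, 0.0352), AT2G20560 (−2.51, 0.0115) and *MBF1C* (−2.44, 0.0101). By the rule, all 6 mutant libraries lay on the same side of all 3 WT libraries for each of these genes, which holds for 5.27% of all genes tested and would hold for 2.38% by chance. AT1G64795, AT5G24240, *HSP101*, AT2G20560 and *MBF1C* overlap a gene on the opposite strand, so their values are uncertain. *HSP101* also varied within WT, with 30.0, 22.7 and 86.8 TMM-scaled RPM in the WT libraries.

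For the 31 genes, a difference in library size or depth was examined by thinning all libraries to 5815211 counts. The sign changed in 0 of them, and 24 of the 30 genes still tested remained past the threshold. Reads shared with a near-identical copy were not the source, since 0 of the 31 genes have such a copy. With chloroplast and mitochondrial genes left out, 31 of 31 remained. With the replicate number as a block, 20 of 31 remained. Of all 32 calls, *ZMP* included, 11 remained with the share of multi-mapped reads as a covariate and 1 in the separate fit of the 6 libraries. Of the called genes, 8 overlap a gene on the opposite strand and 2 a gene on the same strand. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real split, called as many genes, and the other 3 called 0. The other 6 of the 10 possible splits keep 2 same-numbered pairs together, and they called between 0 and 14 genes. The real split thus called the most genes, but 1 in 4 or 1 in 10 are the lowest shares these splits can give, so the test is too small to exclude a random division of the libraries, whatever its outcome.

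In *zmp-1*, 8 genes were past the threshold against WT, 3 higher and 5 lower, and 1659 had an unadjusted p-value under 0.05. Here too, 1 of the 4 splits called as many genes, the real split, and the other 3 called 0, as did the 6 splits that keep 2 same-numbered pairs together. The same limit holds. All 8 remained without chloroplast and mitochondrial genes and with the replicate number as a block, and 7 remained after thinning. With the share of multi-mapped reads as a covariate 0 of the 8 remained, in the separate fit of the 6 libraries 4 remained, and without the third *zmp-1* library 0 remained, with 1382, 1292 and 1205 genes at an unadjusted p-value under 0.05 in these fits. The share was at most 45.3% in the *zmp-1* libraries and at least 46.1% in the WT libraries. Since the groups do not overlap in it, the covariate fit cannot tell the share apart from the genotype.

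In the same direction in both mutants, 4 genes were past the threshold. They are AT2G20560 (log2 fold change −2.52 in *zmp-1* and −2.51 in *zmp-2*, adjusted p-values 0.0267 and 0.0115), *MBF1C* (−1.97 and −2.44, 0.0274 and 0.0101), AT5G24240 (at least 10-fold lower in *zmp-1* and −3.91 in *zmp-2*, 0.0274 in each) and AT5G35935 (4.35 and 3.75, 0.0242 and 0.0274). Of the 35 genes past the threshold in either mutant, 31 changed in the same direction in both. In 100 drawn of the 108 possible divisions of the 9 libraries into groups of 3 with 1 library of each replicate number, 1, the real division, called as many genes in both groups, with a median of 0. Divisions that keep the genotypes together but take *zmp-1* or *zmp-2* in place of WT as the common group gave 3 and 2 shared genes. The median of 0 cannot show how many shared genes a common group gives by itself, since all other divisions mix genotypes within their groups. With 3 and 2 shared genes, counts close to the real one were not limited to WT as the common group. When both mutants were set together against WT, an alternative chosen after seeing the data, 28 genes were past the threshold, 13 higher and 15 lower, and 2362 had an unadjusted p-value under 0.05. Of the 27 trios of libraries with 1 of each replicate number, 1, the real WT trio, called as many genes against the other 6. The number of shared changes was the highest of the divisions drawn, by 1 gene. Both comparisons use the same WT libraries, so a change of the WT plants would appear as a shared change of both mutants. A candidate explanation is the loss of *ZMP*, which these libraries cannot tell apart from such a difference between the WT plants and both mutants.

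Between the mutants, 4 genes differed at an adjusted p-value of 0.05 in a direct test, 2 in each direction. At an unadjusted p-value under 0.05 there were 789, fewer than the 905.4 expected by chance. The 4 genes were named after their values were seen. AT3G44970 had a log2 fold change of −2.005 in *zmp-2* relative to *zmp-1* (adjusted p-value 0.0116), with 3.79 ± 0.573 TMM-scaled RPM (SD, n = 3) in WT, 17.6 ± 3.81 in *zmp-1* and 4.38 ± 0.931 in *zmp-2*. AT5G11330 had −1.54 (0.00727), with means of 17.7, 20.8 and 7.12. AT3G06355 had 2.31 (0.0476), with 131, 26.8 and 135. This long noncoding RNA gene is covered to 99.8% by other parts of the genome and overlaps AT3G41979 on the same strand, so its value is uncertain. *XTH31* had 5.37 (0.000229), with 5.11, 0.463 and 16.9. It was lower in *zmp-1* than in WT (−3.65) and higher in *zmp-2* (1.72). In each of the 4 genes the libraries of the mutants did not overlap, which 10% of all genes would show by chance. *ZMP* itself had −1.00, a difference that also separated the libraries and that is given with its test at the claim.

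For these 4 genes, a difference in library size or depth was again examined by thinning. After it 3 of 4 were still past the threshold, and AT3G06355 was not, although its log2 fold change remained at 2.27, so that thinning cost the call and not the size of the change. Without chloroplast and mitochondrial genes, 4 of 4 remained. Of the 4 splits of the *zmp-1* and *zmp-2* libraries that part same-numbered pairs, 1, the real split, called as many genes and the other 3 called 0, as did the remaining 6 of all 10 splits. These are again the lowest shares possible, so the splits are too few to exclude a random division of the libraries. The difference of AT3G06355 cannot be told apart from reads of its copies. With the share of multi-mapped reads as a covariate, which is 42.4% in *zmp-1* and 49.2% in *zmp-2*, 1 of the 4 remained. Every *zmp-2* library had a higher share than every *zmp-1* library, so this fit cannot tell the share apart from the allele. The alleles thus differ in this share and in the spread of their library sizes as well as in the insertion, and no biological explanation was tested.

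AT3G44970 and *XTH31* lie on chromosome 3, 11811 bp apart with 1 gene between them, and changed in opposite directions in *zmp-1*. A copy number change that covers most of the surrounding 100 kb would move the neighbours as well. The median log2 fold change of 20 tested neighbours within 100 kb was −0.03 (−0.0304). The smallest adjusted p-value among them in edgeR was 0.523, with 1 neighbour at an unadjusted p-value under 0.05. A change limited to the pair and its closest surroundings would not move this median, so it is not excluded. Reads shared with a near-identical copy are excluded by the absence of copies (0 of the 2 genes). Chance placement of changed genes would put a pair this close in 0.92% of 10000 draws of 8 genes. Since the pair was noticed for its closeness, this share cannot rule chance out, and the pattern cannot be told apart from it.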

How the results depend on the processing

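The alternatives for the exon number, the fit of both mutants together and the lists matched on exon number were chosen only after the result was seen, and all other alternatives were set before the data were examined.

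*ZMP* kept its direction and its side of the threshold in all 18 alternatives of each comparison, with log2 fold changes from −1.47 to −1.17 in *zmp-1* (adjusted p-values 7.74e-05 to 0.00769), −2.49 to −2.21 in *zmp-2* (4.89e-11 to 4.95e-05) and −1.18 to −0.86 between the mutants (0.00313 to 0.0159). No RdDM gene of fig. S3C and no gene of table S1 was called in *zmp-2* under any of 21 alternatives, and at an unadjusted p-value under 0.05 there were 0 in all but 2 of the fits, those with the multi-mapped covariate and without the third *zmp-2* replicate, with 1 gene each. The lower level of the hyper-DSR genes kept its sign in all 14 alternatives (−3.61 to −0.56, each with a permutation value of 2e-04, the smallest they can give). The hyper-DSR set in *zmp-1* stayed above 0 in 21 alternatives, from 0.00015 to 0.072. In *zmp-2*, its difference of −0.04 reversed to 0.0315 with at least 10 counts in every library, where camera gave a p-value of 0.909, and lay between −0.041 and 0.0027 across the 9 fits that each left out a library. No alternative made either set pass 0.05 (camera and fry p-values 0.154 to 0.888 and 0.228 to 0.917).

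The exon number of hyper-DSR genes, with a difference of means of −0.14 in nuclear genes, was tested by permutation of the ranks. Among protein-coding genes that test passed the threshold, with 0.0068 for the transcript with most exons (difference of means −0.48) and 0.0014 for distinct exons (−0.90). Random lists gave p-values of 0.051 and 0.0038 for the means themselves, so that of the transcript with most exons did not pass. The cause was not tested.

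The number of genes called changed with the processing, and the cause was not tested. For *zmp-2*, *zmp-1*, the comparison between the mutants, genes shared by both mutants and both mutants together, the counts were 32, 8, 4, 4 and 28. DESeq2 gave 218, 110, 16, 47 and 331, including all 32, 8 and 4 genes of the single comparisons. Between the mutants, 6 of its calls were higher and 10 lower, against 2 and 2 with edgeR. Without a filter on low counts, 130, 51, 8, 35 and 91 genes were called. With the share of multi-mapped reads as a covariate there were 13 (11 of them among the 32), 0, 1, 0 and 5, and at an unadjusted p-value under 0.05 there were 1382 in *zmp-1* and 706 shared. At an adjusted p-value of at most 0.01 there were 0, 0, 2, 0 and 3 (2196, 1659 and 834 unadjusted for the zeros). Separate fits of the 6 libraries compared gave 1 in *zmp-2*, 5 in *zmp-1* (4 of them among the 8) and 0 shared (613 unadjusted). At least 10 counts in every library left 5 in *zmp-1* and 2 shared. Library size without a TMM factor, which moves the median of all genes by −0.113 in *zmp-1* and −0.0864 in *zmp-2*, gave 20 in *zmp-2*, 7 higher and 13 lower, against 16 and 16 with TMM, and all 20 are among the 32. Across the 9 fits that each left out a library, the counts went from 5 to 110 in *zmp-2* and 0 to 53 in *zmp-1* (1205 unadjusted at 0). They went from 1 to 27 between the mutants, 0 to 38 shared (620 and 577 unadjusted at 0) and 10 to 309 for both together. The balance of directions also moved with single libraries. Without the first WT library, 21 were higher and 89 lower in *zmp-2*, and 3 and 50 in *zmp-1*. Without the second WT library, these were 29 and 23, and 22 and 21. Between the mutants, 24 were higher and 3 lower without the first *zmp-1* library.

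The deviations of same-numbered replicates from their genotype means had a mean correlation of 0.0812 over 9 pairs of libraries (−0.0854 to 0.277), against −0.0406 over 18 pairs with different numbers. With the replicate number as a block, *ZMP* had log2 fold changes of −1.34 in *zmp-1*, −2.34 in *zmp-2* and −1.01 between the mutants. The block gave 32 genes in *zmp-2* (13 higher and 19 lower, 21 of them shared with the fit without it), 12 in *zmp-1*, 4 between the mutants and 7 in both mutants. The hyper-DSR set had differences of −0.035 in *zmp-2* and 0.072 in *zmp-1*. *CLSY3* in *zmp-2* went from −0.05 to 0.0062 with the block.

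Other signs of named genes that reversed belong to small changes. With library size alone they were −0.052 for AT3G06355, −0.0075 for AT3G51120, −0.067 for AT5G08430 and −0.012 for *NERD*, all in *zmp-2*, and −0.092 for AT5G25080 and −0.053 for *RDR2* in *zmp-1*. With the multi-mapped covariate they were −0.011 for AT5G08430, −0.15 for AT5G25080, 0.11 for *CLSY2*, −0.071 for *CLSY3* and −0.40 for *SHH1* in *zmp-1*, and −0.075 for AT5G08430 and −0.012 for *SHH1* in *zmp-2*. When single libraries were left out, signs reversed within these ranges in *zmp-2*: −0.10 to 0.28 for AT3G06355, −0.019 to 0.18 for AT3G51120, −0.16 to 0.22 for AT5G08430, −0.07 to 0.71 for AT5G23480, −0.45 to 0.69 for *CLSY3*, −0.10 to 0.45 for *RDR2* and −0.13 to 0.43 for *SHH1*. In *zmp-1* they were −0.12 to 0.098 for AT5G25080, −0.22 to 0.028 for *CLSY2*, −0.034 to 1.10 for *CLSY3*, −0.15 to 0.0057 for *NERD*, −0.28 to 0.076 for *NRPD1*, −0.17 to 0.37 for *RDR2* and −0.21 to 0.58 for *SHH1*. The cause was not tested. Of 56 results of named genes, 42 had a value with at least 10 counts in every library and 53 in the separate fits of 6 libraries, and the count for both mutants together has none in those fits. Of 487 values of named genes under the alternatives that kept all libraries, 436 kept direction and side, 27 no longer passed the threshold, 10 newly passed it and 14 reversed. Of 504 values with a library left out, the numbers were 415, 61, 5 and 23.

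Depth limits the genes that can be tested: 146 of the 471 hyper-DSR genes counted, 9 of the 10 genes of fig. S3C and 17 of the 20 genes of table S1 had enough counts. In simulated counts of the same depth, 33% of the genes given a 2-fold change were called, so that changes of this size are often missed.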

Differences from the paper's values

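No test reported in this part was chosen only after the result was seen, apart from the exon numbers among protein-coding genes and over distinct exons.

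In fig. S3C, the levels of 9 of the 10 genes shown, read by eye, differ from log2(RPM + 1) of the deposited counts, with TMM-scaled RPM, in WT or *zmp-2*, for 18 of 20 values. In WT, the levels were 1.62 for *SHH1* (the paper's value is about 2.9 in fig. S3C, read by eye), 2.76 for *RDR2* (the paper's about 3.6), 3.301 for *NRPE1* (about 4.7), 2.46 for *NRPD1* (about 3.3), 2.98 for *DCL3* (about 4.5), 0.65 for *CLSY4* (about 2.3), 0.67 for *CLSY3* (about 4.6), 1.16 for *CLSY1* (about 3.2) and 4.47 for *AGO4* (about 6.9). In *zmp-2*, they were 1.81 for *SHH1* (the paper's about 2.6 in fig. S3C, read by eye), 2.89 for *RDR2* (about 3.6), 3.64 for *NRPE1* (about 4.6), 2.10 for *NRPD1* (about 3.1), 3.19 for *DCL3* (about 4.4), 0.66 for *CLSY4* (about 2.2), 0.68 for *CLSY3* (about 4.6), 1.57 for *CLSY1* (about 3.0) and 4.58 for *AGO4* (about 6.8).

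Among the alternatives set before the data were examined, leaving out chloroplast and mitochondrial genes closed the gap for *SHH1* (2.74 in WT and 2.97 in *zmp-2*), *NRPE1* (4.67 and 5.03), *NRPD1* (3.75 and 3.33), *DCL3* (4.32 and 4.55), *RDR2* in WT (4.08) and *CLSY1* in *zmp-2* (2.68). It did not close it for *RDR2* in *zmp-2* (4.22), *CLSY1* in WT (2.14), *AGO4* (5.90 and 6.00), *CLSY3* or *CLSY4*. The same setting opened a gap for *CLSY2*, with 4.29 in WT and 4.62 in *zmp-2* against about 2.5 and about 2.7 in fig. S3C, read by eye. It also did so for *ZMP*, with 4.23 in WT, 3.07 in *zmp-1* and 2.16 in *zmp-2* against the paper's about 3.0, about 1.9 and about 1.2 in Fig. 1B, read by eye. Upper-quartile normalization and library size alone, which is RPM without the TMM factor, closed none of the 18 gaps.

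In Fig. 6F, the paper's median log2(RPM), read by eye, is about 6.8 for hyper-DSR genes and about 12 for other genes, while the deposited WT counts gave 0 and 1.08 in log2(RPM + 1). None of the alternatives set before the data were examined closed these gaps. The closest values, 1.21 and 2.25, came from genes with at least 1 count. RPM as defined here sums to 1000000 per library, a total that a median of about 12 in log2 over all other genes would exceed. The unit of the figure must therefore be another, and its levels cannot be compared directly with these.

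In Fig. 6E, the paper's median exon number of other genes is about 5, read by eye, against 3 here for nuclear genes. The gap was closed among protein-coding genes, with a median of 4 exons in the transcript with most exons and 5 over distinct exons of all transcripts, both chosen after seeing the values, and it remained with distinct exons of nuclear genes (3).

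The paper states that hyper-DSR genes have fewer exons than other genes. Nuclear hyper-DSR genes and other nuclear genes both had a median of 3 exons, with means of 4.61 and 4.75, and a permutation of the ranks gave a p-value of 0.67. Among protein-coding genes, a comparison chosen after seeing the values, the medians were 3 and 4 and the permutation gave 0.0068. Over their distinct exons, also chosen after seeing the values, the medians were 4 and 5 and it gave 0.0014.

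Table S1 names AT3G42670 *CLSY2* and AT5G20420 *CLSY1*, and the values above follow it, while the reference annotation gives *CLSY1* as a synonym of AT3G42670. AT3G42670 had a level of 2.94 in WT and 3.25 in *zmp-2*, against about 3.2 and about 3.0 for *CLSY1* in fig. S3C, read by eye. AT5G20420 had 1.16 and 1.57, against about 2.5 and about 2.7 for *CLSY2* in fig. S3C, read by eye. Exchanging the names would thus leave a gap for this gene at these levels. Without chloroplast and mitochondrial genes, AT5G20420 had 2.14 and 2.68, nearer to *CLSY2* in the figure. In that setting AT3G42670 had 4.29 and 4.62, farther from *CLSY1* in the figure.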

Other observations

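The tests of variation in both directions among hyper-DSR genes, of TE genes and of the levels in fig. S3C were chosen only after the result was seen.

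Several genes with a heat shock product were lower in both mutants, which led to the hypothesis that such genes are lower as a set. The annotation lists 112 of them, of which 83 were tested and 79 remained once the called genes were set aside. Of these, 54 were lower and 25 higher than WT in each mutant, with median log2 fold changes of −0.21 in *zmp-2* and −0.13 in *zmp-1*, against −0.02 and −0.01 for other genes. The camera p-values were 0.125 and 0.0777, so the set did not pass 0.05 in either mutant, while 18 and 26 of its genes had an unadjusted p-value under 0.05. Relative to the mean of all libraries, the median of the set was 0.0031, −0.012 and 0.17 in the WT libraries. It was −0.059, −0.21 and −0.15 in the *zmp-1* libraries and −0.12, −0.13 and 0.021 in the *zmp-2* libraries. Without the third WT library the median in *zmp-2* was −0.05, with 45 genes lower and 34 higher, and the camera p-value was 0.236. The median difference in *zmp-2* thus shrank without that library. The first and second WT libraries nevertheless also lay above all mutant libraries except the third of *zmp-2*. No fit without the third WT library was made for the set in *zmp-1*. Of the 27 trios of libraries with 1 of each replicate number, 1, the real WT trio, gave a p-value as small against the other 6 (0.0598). The difference may come from single WT libraries as well as from the loss of *ZMP*, and these libraries cannot tell them apart.

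Whether genes near the sites of the paper changed was tested in *zmp-2* with camera on genes within 1 kb. The sites were mapped in inflorescences, while the mRNA-seq libraries are labelled as seedlings. Near ZMP-dep P4BS, 125 of 536 genes were tested and the p-value was 0.113. In *zmp-1*, the same set had 0.0492, with a median log2 fold change of 0.04 against −0.01 for other genes, or 0.0734 with the replicate number as a block. Near ZMP-rep P4BS, 257 of 586 genes were tested, with 0.911. Near ZMP BS, 630 of 1502 genes were tested, with a median log2 fold change of 0.02 against −0.02 for other genes and a p-value of 0.0407, or 0.0597 with the replicate number as a block. Adjusted over the 8 tests of this kind in both mutants, each of the values 0.0407 and 0.0492 became 0.179, so these sets fail the correction. The untranscribed pseudogene class, which holds the TE genes, had a p-value of 0.831 over 95 tested genes, 1 of which was called in *zmp-2*, AT5G35935, so no release of TE gene expression was seen as a set at this depth.

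The hyper-DSR genes had a small p-value in fry's test for changes in both directions, 0.000741 in *zmp-2* and 0.0132 in *zmp-1*. Of 1000 random lists of the same expression level, 21.8% had a value as small in *zmp-2*, and their median was 0.00404. In *zmp-2*, the variation is consistent with that of any genes of this expression level. The value of *zmp-1* was not compared with random lists. For the test of the hyper-DSR genes as a set in a common direction, 2 of the 4 splits that part same-numbered pairs gave a camera p-value as small in *zmp-2* and 1 of 4 in *zmp-1*. For the RdDM genes of fig. S3C, 4 of 4 splits called as many genes, and for the genes of table S1 also 4 of 4, since none called any (0 genes with an unadjusted p-value under 0.05 in the real split). With 4 splits, no share under 0.25 is possible, so these counts cannot tell the groupings apart.

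The lower level of the hyper-DSR genes in WT was compared with random lists matched on exon number, restricted to protein-coding genes, and matched on gene length. Each gave a permutation value of 2e-04, the smallest these lists can give. Fewer exons, gene class and gene length therefore do not account for the whole of the difference.

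Another scaling of the same libraries would keep the order of the genes of fig. S3C. But *CLSY3* ranked 9 in WT here and 3 in the figure, and *CLSY2* ranked 4 and 9. The rank and distance of *CLSY2* depend on the names of table S1. With *CLSY1* and *CLSY2* exchanged, AT3G42670 would rank 4 here and 7 in the figure, and AT5G20420 8 and 9. The distances below were not computed for exchanged names. After the best common shift of the log2 levels, distances of up to 2.19 log2 units from the figure remained, with *CLSY3* lower by that much (−2.19) and *CLSY2* higher (2.19). A scaling moves low values of log2(RPM + 1) less than high ones, so a common factor was also applied before 1 was added, and its best choice left up to 2.67. With values divided by gene length, the largest distance was 1.73 after a shift and 2.69 after a common factor. None of these explains the levels of all 10 genes by itself, and the cause remains open.

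Of the genes named in Fig. 2C, Fig. 4K and fig. S10, AT2G20465, AT4G11485, AT3G07775, AT5G43755, AT2G28355 and AT3G25265 had 0 counts in all libraries. AT2G26515 had 16, 20 and 11 counts in WT, *zmp-1* and *zmp-2*, AT4G14980 had 6, 4 and 0, and AT5G46960 had 2 in each. AT5G25080 was tested, with log2 fold changes of 0.03 in *zmp-1* and 0.25 in *zmp-2* (edgeR adjusted p-values 0.981 and 0.61). It overlaps 2 genes on the opposite strand, and its values are uncertain.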
